# Slow Adaptive Response of Budding Yeast Cells to Stable Conditions of Continuous Culture Can Occur without Genome Modifications

**DOI:** 10.3390/genes11121419

**Published:** 2020-11-27

**Authors:** Joanna Klim, Urszula Zielenkiewicz, Anna Kurlandzka, Szymon Kaczanowski, Marek Skoneczny

**Keywords:** transcriptome, stress alertness, *Saccharomyces cerevisiae*, epigenetic, adaptation, transcription factor

## Abstract

Continuous cultures assure the invariability of environmental conditions and the metabolic state of cultured microorganisms, whereas batch-cultured cells undergo constant changes in nutrients availability. For that reason, continuous culture is sometimes employed in the whole transcriptome, whole proteome, or whole metabolome studies. However, the typical method for establishing uniform growth of a cell population, i.e., by limited chemostat, results in the enrichment of the cell population gene pool with mutations adaptive for starvation conditions. These adaptive changes can skew the results of large-scale studies. It is commonly assumed that these adaptations reflect changes in the genome, and this assumption has been confirmed experimentally in rare cases. Here we show that in a population of budding yeast cells grown for over 200 generations in continuous culture in non-limiting minimal medium and therefore not subject to selection pressure, remodeling of transcriptome occurs, but not as a result of the accumulation of adaptive mutations. The observed changes indicate a shift in the metabolic balance towards catabolism, a decrease in ribosome biogenesis, a decrease in general stress alertness, reorganization of the cell wall, and transactions occurring at the cell periphery. These adaptive changes signify the acquisition of a new lifestyle in a stable nonstressful environment. The absence of underlying adaptive mutations suggests these changes may be regulated by another mechanism.

## 1. Introduction

To obtain microbial biomass for downstream applications, microorganisms are grown either in batch culture or in continuous culture, usually in a chemostat. Batch culture is easier to implement and less costly and requires simpler instrumentation, and, in general, the time necessary to obtain a sufficient quantity of biomass is determined only by the microorganism cell doubling time. On the other hand, continuous culture is lengthier and more costly and requires dedicated instrumentation, yet allows greater control of the growth conditions, long-term stability of cultured cell population physiological and metabolic parameters, and run-to-run reproducibility of these parameters [1]. By minimizing the experimental noise and the number of variables it is easier to expose those important for the given study. These preponderances become particularly advantageous when whole transcriptome studies are performed [2], for which it is important to discern the anticipated transcriptome changes from those pertaining to growth conditions and/or other factors escaping experimenter control. In batch culture, cells experience constant changes in nutrient availability as well as the build-up of byproducts and final metabolites. This is also true for the cells of budding yeast *Saccharomyces cerevisiae*, the model organism in the studies described in this paper. When grown in a medium with glucose as a carbon source its predominant way of obtaining energy is fermentation, which leads to the accumulation of ethanol. The regulatory mechanism called glucose repression prevents budding yeast cells from entering into respiratory metabolism despite the availability of oxygen until glucose is exhausted [3]. At this point, budding yeast cells undergo a diauxic shift from fermentation to oxidation of ethanol, which reprograms the whole metabolism and affects the expression of hundreds of genes [4,5]. This is an extreme example; however, growth phase-specific changes in the transcriptome constitute a common source of artifacts often distorting the resulting data [2] and leading the experimenters astray.

Unquestionably, continuous culture also has limitations [6] and cultured cells do not preserve constant features indefinitely. Indeed, prolonged continuous cultures, typically in limited chemostats and exposed to some selection pressure are commonly employed when microevolution experiments are performed. In these approaches, gradual adaptive changes in cell populations in response to that selection are expected and desired [7,8] and cell cultures are maintained for hundreds or even thousands of generations. On the other hand, in typical transcriptome studies, continuous culture should not be carried out for too long to avoid admixture of adaptive-borne changes. To prevent this, cells should be harvested soon after a culture reaches the steady-state and the number of generations in the continuous culture should not exceed twenty [7].

The phenomenon of adaptation in a prolonged culture is well known. It has been demonstrated in numerous microevolution studies that during the adaptive phase of continuous culture, mutations accumulate in the cell population gene pool, and cells gaining fitness due to these mutations dominate the population [9,10,11,12]. Adaptive changes in gene expression within the cell population have also been observed in whole-transcriptome studies [7,13,14,15]. It seems obvious that those adaptive transcriptome changes are a consequence of the enrichment of the cell population gene pool with adaptive mutations. Nevertheless, very few studies confronted the transcriptome changes occurring in the cell population during the adaptive phase of continuous culture with the genomic mutations accumulated in the cell population gene pools [8,12].

Since adaptation is the response to the selection pressure of any kind it is tacitly assumed that no changes should occur in cells grown continuously under constant, nonlimiting conditions with no selection pressure applied to them. Yet is it true? This study aimed to get an insight into this matter. In our experimental approach, wild-type W303 strain was grown continuously under stable, nonselective conditions. The stability of culture parameters was assured by a constant flow of nonlimiting growth medium and by maintaining a constant cell density equivalent to the late exponential growth phase. Intriguingly, the transcriptomic analysis of the cell populations revealed over four hundred genes whose expression changed during the steady-state phase of continuous culture. Moreover, these changes were not the consequence of adaptive mutations. Functional analysis of genes whose expression was affected suggested the gradual shift in metabolic balance, the reduction of biosynthetic overcapacity, and the decrease in stress alertness indicating an adaptation to stable, nonstressful growth conditions.

## 2. Materials and Methods

### 2.1. Strain and Media

The W303 (*MAT*a *leu2-3*,*112 trp1-1 can1-100 ura3-1 ade2-1 his3-11*,*15*) wild-type *S. cerevisiae* strain was used in this study. The strain subjected to chemostat experiments was grown in a synthetic minimal liquid medium containing 0.67% yeast nitrogen base (YNB), 2% glycerol, 0.1% yeast extract, and 0.1% glucose and supplemented with the required amino acids and nucleotides. Ampicillin and streptomycin (25 μg/mL) were added to prevent bacterial contamination. For strain propagation and precultures YPD medium (1% Bacto-yeast extract, 2% Bacto-peptone, and 2% glucose with 2% agar for solid medium) was used.

### 2.2. Continuous Culture Conditions

Continuous cultures were conducted in homemade chemostats based on [16]. Briefly, the chambers, containing 20 mL of a synthetic minimal medium, were constructed of 50 mL plastic Falcon tubes each closed with a silicone stopper pierced with three needles of different lengths. The shortest needle was used to add medium to the chamber. The longest needle, which reached the bottom of the tube, provided filtered air (pumped with an aquarium pump) and allowed efficient mixing of cultures. The third needle was used to determine the culture volume by removing effluent from the chamber to the collection of bottles. To start the experiment, 15 mL of liquid YPD medium was inoculated with a single colony and grown overnight at 30 °C. An aliquot of the overnight culture was inoculated to OD600 = 0.1 into a chemostat chamber filled with 20 mL of synthetic minimal medium. When the cell density reached approximately 5 × 10^7^ cells per mL, the flow of medium was turned on at a dilution rate of 0.17–0.18 volumes per hour, and the culture was continued for at least 240 generations at a constant temperature of 30 °C. This dilution rate was selected as optimal for our study in the course of trial yeast cell culture runs. Under these growth conditions, the cell culture density was maintained in a stable state of 5.3 ± 0.3 × 10^7^ cells per mL, the density equivalent to the late exponential phase of batch culture in the same medium. To ensure the stability of the growth parameters, cell culture density was monitored every day, and the medium flow rate was slightly adjusted as necessary. Cultures were also tested for the absence of contamination. These conditions assured constant, unperturbed growth of the cells. The selection of synthetic minimal medium with glycerol as a respiratory carbon source increased the demand for the cells’ metabolic capacity, hence maximizing the number of genes that were expressed in them. Moreover, the lack of selection pressure helped to avoid the gradual accumulation and enrichment of adaptive mutations in the cultured cell populations and bias our results towards adaptation to that pressure. Three such growth experiments were performed comprising independent biological replicates. Cell culture samples (5 mL) were harvested at two time points: after 40 generations (7 days), assumed arbitrarily as the early stage of the steady-state phase, and after 240 generations (42 days), as the adaptation phase. Yeast cells were spun down, flash-frozen in liquid nitrogen, and stored at −80 °C until use.

### 2.3. Preparation of the Total RNA and Microarray Analysis

Total RNA was prepared from deeply frozen yeast cell pellet samples using the hot acidic phenol procedure [17]. The quantity and quality of the RNA preparations were tested with the 2100 Bioanalyzer expert assay RNA Nano (Agilent Technologies, Santa Clara, CA, USA). To identify changes that accumulated throughout the adaptive phase of the continuous culture, comparative microarray hybridizations were performed using the samples after 40 and after 240 generations. Each comparison of the transcriptomes was performed in three biological replicates, each with two technical replicates with a dye-swap. Yeast (v2) Gene Expression 8 × 15 K Microarray slides containing oligonucleotides representing almost all known *S. cerevisiae* genes identified in the SGD were used (Agilent Technologies). Cy3 or Cy5 fluorescently labeled cRNA probes were synthesized using the Agilent Quick Amp Two-Color Labeling Kit according to the manufacturer’s protocol, with total RNA samples as the templates. The probes were hybridized concurrently to microarrays, and the resulting fluorescence images were scanned with the Axon GenePix 4000B (Molecular Devices, San Jose, CA, USA) microarray scanner. Feature extraction was accomplished with GenePix Pro 6.1. Raw data were normalized, averaged, and subjected to statistical analysis with Acuity 4.0 software. Additional data manipulations were performed in Microsoft Excel. For every gene, the value of LogRatio expressing over or underrepresentation of its transcript in cells grown for 240 generations relative to 40 generations was calculated. A gene was considered to be differentially expressed between the evolved and original strains if its transcript level differed between the two strains by at least 1.87-fold (LogRatio ≥ 0.9), and the probability of such a difference by chance was less than 0.05 (*p* < 0.05). The resulting lists of differentially expressed genes (DEGs) (see also microarray analysis results in Table S3) were subjected to further bioinformatics analysis. Complete transcriptome analysis data are deposited in Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number: GSE162203.

### 2.4. Bioinformatics Analysis

To classify the functions of the identified DEGs, Gene Ontology (GO) analysis was conducted using Cytoscape (v3.8.0) [18] with the BiNGO (v3.0.3) plugin [19] and GO Slim Term Mapper (https://www.yeastgenome.org/goSlimMapper). The raw BiNGO output was edited by removing redundancies in GO terms to improve the clarity of the final list of functional categories overrepresented within the selected gene sets.

To identify transcription factors (TFs) that potentially regulate the expression of selected genes, the Yeastract+ [20] (http://www.yeastract.com) online database was used. We used the tool “Rank Genes by TF” with the filter “Documented Regulations by DNA binding plus expression evidence”. Two queries were performed separately for upregulated and downregulated genes. The resulting lists contained almost 200 TFs, and, to make the list manageable, it was filtered by the statistical significance of this analysis (*p*-value, set arbitrarily to be below 0.005) and by the Fraction number (set to be above 0.06 or 0.08 for up- or downregulated gene sets, respectively) calculated according to this equation:

(1) GS(TF)GT(TF)

as the proportion of genes in our set regulated by a given TF (GS(TF)) to the total number of genes in the genome regulated by that TF (GT(TF)). In addition, we calculated the Overrepresentation parameter as the ratio of the number of genes regulated by a given TF in our gene set (GS(TF)) to the total number of genes in this set (GS) divided by the ratio of the number of genes regulated by a given TF in the whole genome (GT(TF)) to the total number of genes in the genome (GT):

(2) GS(TF)GSGT(TF)GT

The resulting number is another measure of how much more the particular TF is involved in the regulation of genes from our lists relative to the whole genome. Both Fraction and Overrepresentation parameters detect similar events, but Fraction prefers TFs that appear in the Yeastract database as regulating many, sometimes most, *S. cerevisiae* genes, whereas the Overrepresentation parameter favors TFs that regulate a lower number of genes. The TF lists were further filtered by the Gene count parameter (GS) by removing TFs that regulate fewer than 10 genes. Finally, we added the Rank parameter, which is simply a result of multiplication of Fraction, Gene count, and Overrepresentation.

### 2.5. Quantitative Real-Time RT-PCR Analyses

To validate the microarray results, qRT-PCR was performed with a Mic Real-Time Cycler (BioMolecular Systems, Upper Coomera, QLD, Australia) with fluorescent DNA-binding dye using a QUANTUM EvaGreen^®^ PCR Kit (Syngen Biotech, Warsaw, Poland) according to the manufacturer’s instructions. The primers used to quantify the expression of target genes (Table S1) were chosen based on data from qPrimerDB (version 1.2). Primer specificity was verified by melting curve analysis. qRT-PCRs were performed in triplicate. Each 20-μL reaction mixture contained 4 μL of QUANTUM EvaGreen^®^ PCR Kit mix (Syngen Biotech, Warsaw, Poland), two primers (4 pmol of each) and 1 μL of template cDNA, which was synthesized from 240 ng of total RNA treated with TURBO™ DNase (Thermo Fisher Scientific, Warsaw, Poland) using a smART First Strand cDNA Synthesis kit (EurX, Gdańsk, Poland) according to the supplier’s protocol. qRT-PCRs were carried out under the following conditions: 95 °C for 15 min, followed by 40 cycles of 95 °C for 15 s, 51.5 °C for 20 s, and 72 °C for 20 s. The crossing threshold cycles (Cq) were determined using micPCR software v2.8.10. Then, the fold changes of the gene expression levels, corrected by efficiency, were analyzed. The *ACT1* gene was used as the normalization reference (internal control) for target gene expression ratios. The Pfaffl method [21] was applied to calculate relative expression with respect to that of *ACT1*.

## 3. Results

Three independent continuous culture experiments were performed for the wild-type haploid W303 strain. In each of these biological replicates, we analyzed transcriptome changes that occurred between the 40th generation time point, i.e., the early stage of the adaptive phase, and the time point after an additional 200 generations of growth in the adaptive phase. 

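For each of the 3 cultures of W303, RNA taken at 40 generations (day 7) and at 240 generations (day 42) of growth at 30 °C was hybridized in pairs to 2 arrays, once with each assignment of the Cy3 and Cy5 dyes. The 6 arrays have 15744 spots each, of which 12504 carry the probes of the genes used here, at 2 spots per gene. The authors' files give the median intensity of each spot and of its local background as read by the scanner, with no normalization; the authors' own log2 ratios, made in Acuity from the same arrays, were used for comparison. Median spot intensities ranged from 518 to 915.5 in Cy5 and from 577 to 1026.5 in Cy3, over local backgrounds of 40 to 60 and 54 to 68. A gene was called above background when its spots exceeded their local background by more than 2 background SDs, which held for 84.2% to 91.8% of the genes at 40 generations and for 85.3% to 89.4% at 240 generations. Background was corrected with the normexp method (offset 50), dye bias was removed within each array with a loess curve, and signs were turned so that a positive log2 ratio means more RNA at 240 generations. The 2 arrays of a culture were averaged, since they carry the same RNA, and the 3 cultures were the replicates of the test. The 5504 genes above background at one time point at least on 4 or more arrays were tested with limma against a log2 ratio of 0, with Benjamini-Hochberg adjustment at 0.05. ACT1, the reference gene of the qRT-PCR, had a log2 ratio of 0.02 ± 0.11 (SD, n = 3, adjusted p = 0.91).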

The changes in transcriptomes during this growth period were determined by the concurrent hybridization of Cy3- or Cy5-labeled RNA samples to yeast v.2 microarrays. Microarray data were validated by qRT-PCR for 8 randomly selected genes (see Materials and Methods and Table S1 for more details). The correlation coefficient between the microarray and qRT-PCR data for the selected genes was 0.931 (see Supplementary Figure S1).

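HAC1, which encodes the transcription factor of the unfolded protein response, had a log2 ratio of -4.54 in Replicate 1, -1.18 in Replicate 2 and 0.39 in Replicate 3. In Replicate 1, TDA1 (-2.99, against a mean of -0.63 in the other 2 cultures), TVS1 (-2.69 against -0.08), FPK1 (-2.59 against -0.19) and MBF1 (-2.21) also had lower values than elsewhere, while STF1 (0.23 against -1.18) and UTR2 (0.95 against -0.41) had higher ones. In Replicate 2, the formate dehydrogenase genes FDH1 (2.31 against 0.57) and FDH2 (2.37 against 0.64) had the largest positive differences, and the permease gene AGP1 (-4.15 against -2.93) had the largest negative one. In Replicate 3, YFR018C (2.16 against 0.19), the carnitine acetyltransferase gene YAT1 (2.02 against 0.13), the vacuolar proteinase gene PRB1 (1.23 against -0.41) and the arginine catabolism gene CAR2 (2.10 against 0.47) had higher values, and STF1 (-1.78 against -0.17) and OLI1 (-1.30 against 0.06) lower ones. OLI1 is mitochondrially encoded, and whether the labeling captures such transcripts was not examined. At least 2-fold differences from the mean of the other 2 cultures, on both arrays, were measured for 180 genes in Replicate 1, 15 genes in Replicate 2 and 46 genes in Replicate 3. Across genes, which are not independent replicates, Pearson's r was 0.71 between Replicates 1 and 2, 0.66 between Replicates 1 and 3 and 0.88 between Replicates 2 and 3, against 0.95 to 0.96 between the 2 arrays of 1 culture. Each replicate is a single culture, so these differences were not tested. Across genes, the difference from the other 2 cultures followed gene length in Replicate 1 (Spearman's rho -0.37) and Replicate 3 (0.43), but little in Replicate 2 (0.09). The genes and counts above were not corrected for this trend.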

Some of the transcriptome changes identified in W303 strain cultures were specific to the individual biological replicates and could be ascribed to the specific mutations found in the gene pools of the respective evolved cell populations. Briefly, in Replicate 1 we detected significant mutations in *HOG1* and *MSY1* genes, in Replicate 2 we found mutations in *HOG1* and *URE2* genes, and in Replicate 3 we identified a mutation in the *MSY1* gene. These data are summarized in the Supplementary data file. 

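The transcript of HOG1, the osmotic stress MAP kinase, fell in the 3 cultures together (log2 ratio -1.12 ± 0.47, SD, n = 3, adjusted p = 0.014). It had a log2 ratio of -1.66 in Replicate 1, -0.88 in Replicate 2 and -0.82 in Replicate 3, and the call was lost without Replicate 2 (adjusted p = 0.052). MSY1, which encodes the mitochondrial tyrosyl-tRNA synthetase (0.34 ± 0.26, adjusted p = 0.11), and URE2, a regulator of nitrogen catabolite repression (-0.31 ± 0.35, adjusted p = 0.19), did not pass the test; MSY1 passed with spots not found by the scanner left out (adjusted p = 0.018) and with the authors' ratios (adjusted p = 0.022). Of 30 genes of the Hog1-dependent osmotic response, 23 were lower and 1, the glycerol dehydrogenase gene GCY1, named after its value was seen, was higher at 240 generations (26 and 1 when adjusted over the list alone). The list fell as a whole (adjusted p = 1.42e-11 with limma's camera, and adjusted p = 0.47 with an estimated correlation). Its medians were -1.26, -1.21 and -1.17 in Replicates 1, 2 and 3. However, 13 of its genes are among the stress genes that the study names as downregulated and 4 among those it names as most strongly downregulated. The list is therefore not wholly independent evidence, and it also shares 13 genes with the list of general stress genes given below. Of 26 other nitrogen-catabolite-repressed genes, which include 2 that the study names as most strongly upregulated, 10 were higher and 1, the GATA factor gene GZF3, named after its value was seen, was lower (10 and 1 when adjusted over the list alone), with medians of 0.20, 0.17 and 0.91 in the same order (0.07, 0.06 and 0.79 with median centring). This list rose (adjusted p = 0.013 with camera; adjusted p = 0.65 with an estimated correlation and 0.12 with fry). Among 10000 random lists of like intensity, its median stood at percentile 95.3 in Replicate 1, 94.5 in Replicate 2 and 100 in Replicate 3. The 6 mitochondrially encoded genes tested had medians of 0.37, 0.41 and -0.06, values that depend on the processing (0.16, 0.24 and 0.03 with no filter on dim probes); COX2 (0.43 ± 0.15) and COX3 (0.41 ± 0.16) were higher, no member was lower, and the list did not pass (adjusted p = 0.36). COX2 and COX3 were above background on 2 of 6 arrays at 40 generations, and their calls were lost without Replicate 2 or 3 and without pairing of the time points. Whether the labeling captures mitochondrially encoded transcripts was not examined, so the values of this list are probe signals that may not measure them. HOG1, MSY1 and URE2 are each mutated in 1 or 2 cultures, so differences between cultures were not tested.

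**Figure D1:**
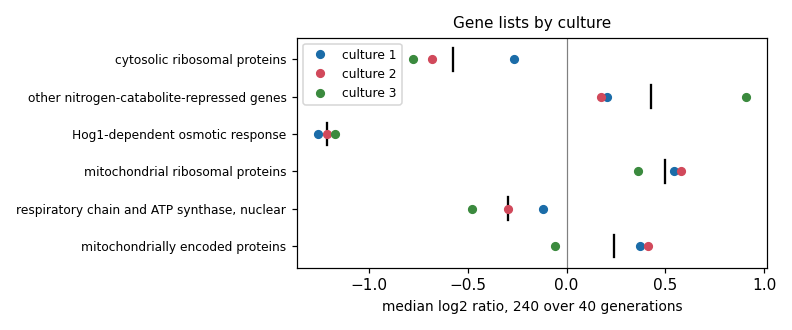
Median log2 ratio (240 over 40 generations, horizontal axis) of 6 gene lists in each of the 3 cultures (points), with the mean of the 3 medians as a black bar. The Hog1-dependent list lies between -1.26 and -1.17 in all 3 cultures, while the nitrogen-catabolite-repressed list is at 0.91 in culture 3.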

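The mitochondrial protease gene ATP23 had a log2 ratio of 2.18 ± 0.08 (SD, n = 3, adjusted p = 6.62e-04), between 2.11 and 2.26 in the 3 cultures. PNS1, which encodes a plasma membrane protein, fell by 3.35 on the log2 scale (SD 0.43, adjusted p = 6.62e-04). Of the 5504 genes tested, 769 were higher and 753 were lower at 240 generations, and each of these 1522 genes moved the same way on all 6 arrays. Passing the test with 3 cultures nearly requires this, so it is no further support. An unadjusted p under 0.05 was reached by 2392 genes. The median log2 ratio of all tested genes was -0.01, and the middle of the distribution, from the lower to the upper quartile, ran from -0.30 to 0.27. The count depended on the replicates: it was 2477 without Replicate 1, 287 without Replicate 2 and 668 without Replicate 3, and 431 when the time points of a culture were not paired. Of the 1522 calls, 285 were kept without Replicate 2, 645 without Replicate 3 and 431 without pairing. Most calls are thus lost in these settings, so such a loss, where given for a gene, does not set it apart. Of 44 gene lists, 8 rose and 7 fell with camera's preset correlation of 0.01, besides 4 lists that the study chose on these samples. Those 4 are not independent evidence. Among the lists that rose, 1 is made up of the identical ASP3 copies, which count as 1 measurement. The lists not chosen by the study were written with the paper's text, Figure 2 and part of Table S3 seen, so they are not wholly independent either. Some of the lists that fell share genes. With an estimated correlation 0 of the 44 passed (lowest adjusted p = 0.47; 4 lists at an unadjusted p under 0.05), and with fry, which tests each list on its own, 16 did.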

Intriguingly, however, we also noticed changes in the transcriptome that were uniform across biological replicates even though no mutations were affecting the same genes in all three independent cultures of the W303 strain. While these changes were most likely adaptive, they could not have been the consequence of adaptive mutations. The steadiness of the continuous culture conditions ruled out the possibility that the observed transcriptome changes constituted a response to the changing environment. This striking finding encouraged us to investigate further the observed phenomenon.

The criteria for the selection of genes whose expression was uniformly and significantly changed between the two time points were as follows: (|Mean Log_2_Ratio|) ≥ 0.9 AND *p*-value ≤ 0.05 Standard Deviation ≤ 0.8 AND (Standard Deviation)/(Mean Log_2_Ratio)2 ≤ 0.4, where |Mean Log_2_Ratio| is the modulus of the logarithm of fold difference of expression between the two time points averaged across the biological replicates and Standard Deviation is calculated based on the values of these biological replicates. These criteria allowed us to reveal 212 genes whose expression was higher after 240 generations of adaptive growth relative to 40 generations of growth and 241 genes whose expression was lower when comparing the same time points.

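UTP10, a factor of ribosomal RNA processing, fell by 1.16 on the log2 scale (SD 0.17, n = 3, adjusted p = 0.0042). IPI1, which acts in the maturation of the large ribosomal subunit, rose, with a log2 ratio of 0.99 ± 0.22 (SD, n = 3, adjusted p = 0.0073). Both met the 4 criteria given in the results. In the re-analysis, 133 genes with higher and 183 genes with lower expression met them, with limma's p in place of the study's, whose test the paper's text does not name. All 316 of these genes also had an adjusted p under 0.05, but the limits on the mean and the SD nearly require this, so it is no further support. The number of genes with higher expression was 200 when the local background was simply subtracted and 201 with the authors' deposited log2 ratios. From changes shared by the 3 cultures although no gene was mutated in all of them, the paper reasons that the changes, which it calls most likely adaptive, were no consequence of adaptive mutations, and from the constant culture conditions that they were no response to a changing environment.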

The analysis of Gene Ontology terms overrepresentation, performed with Cytoscape (v3.8.0) [18] and the BiNGO (v3.0.3) plugin [19] allowed us to identify several functional categories that were overrepresented within the selected gene sets. The results of this analysis are summarized in Figure 1. Figure 2 shows all the genes in our gene set sorted by their assigned functions. Some categories were merged to reduce their number and increase clarity. Below the gray bars are genes whose functional categories were not overrepresented and genes of unknown function. Genes most strongly up- or downregulated, with LogRatio above 2.33 or below −2.33, respectively i.e., whose expression changed at least 5-fold, are marked in bold face. 

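A change of at least 5-fold that passed the test was measured for 4 genes with higher and 19 genes with lower expression at 240 generations. The counts were 12 and 34 with plain subtraction and 11 and 35 with the authors' log2 ratios. The higher genes are MF(ALPHA)2, which encodes a mating pheromone, the transporter genes DAL4 and DAL5 and the transporter gene OPT2. Among the lower genes are HXT5, which encodes a hexose transporter (log2 ratio -2.67 ± 0.77, SD, n = 3, adjusted p = 0.0048), the transketolase gene TKL2 (-2.58 ± 0.82, adjusted p = 0.0053) and the open reading frame YBR116C (-2.97 ± 0.94, adjusted p = 0.0052). The probe of YBR116C had saturated spots on 2 arrays.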

Figure S3 shows the expanded version of Figure 2, listing genes together with their short descriptions and the LogRatio values denoting the increase or decrease of gene expression between 40 and 240 generations.

The data presented allow for several general remarks. Downregulated genes dominated in our gene set. More of them have known functions and more of them belonged to overrepresented Gene Ontology categories compared to upregulated genes. 

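Genes with lower expression were more numerous among the larger changes. At least 2-fold changes that passed the test comprised 112 genes with higher and 177 genes with lower expression. Among all genes that passed, of any size, 50.5% were higher. This share depended on the normalization: with each array centred on its median in place of the loess curve, 649 genes were higher and 992 were lower, that is 39.5% higher.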

Notably, in both up- and downregulated gene lists there was a 1.5-fold excess of genes qualified in SGD as Uncharacterized relative to the whole *S. cerevisiae* genome (62 of 453 in our gene set versus 578 of 6256 *S. cerevisiae* genes represented by oligonucleotide probes on Yeast (v2) Microarrays). This may have no significance, or it may reveal the existence of novel, unknown and specific functions important for yeast cell survival in continuous culture. These genes may not be well characterized for the very reason that such growth conditions are less frequently employed in studies of yeast cell biology.

### 3.1. Functional Categories of Genes Upregulated during the Prolonged Continuous Culture

Among upregulated genes whose function fell into one of the significantly overrepresented categories, a subset of genes encoding peroxisomal enzymatic proteins involved in the catabolism of fatty acids was recognized. However, we did not observe a significant change in the expression of *PEX* genes involved in peroxisome biogenesis. This indicates that the volume and/or the number of peroxisomes in yeast cells did not change during prolonged culture. 

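POX1, which encodes the acyl-CoA oxidase of the first step of β-oxidation, rose with a log2 ratio of 2.20 ± 0.33 (SD, n = 3, adjusted p = 0.0016). FOX2, which encodes the multifunctional enzyme of the next steps, had 1.58 ± 0.21 (adjusted p = 0.0025), the peroxisomal catalase gene CTA1 1.22 ± 0.22 (adjusted p = 0.0047) and the peroxisomal lipase gene LPX1 1.33 ± 0.66 (adjusted p = 0.017). Of 20 genes of peroxisomal β-oxidation and matrix enzymes, 13 were higher, none was lower and 7 did not pass (13 higher and 2 lower when adjusted over the list alone). The median of the list was 0.57, with 0.54, 0.72 and 0.49 in Replicates 1, 2 and 3. The list rose as a whole (adjusted p = 6.26e-05 with camera; adjusted p = 0.59 with an estimated correlation). The call of LPX1 was lost without Replicate 2 and without pairing of the time points.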

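Of 27 PEX genes above background, 3 were higher, 1 was lower and 23 did not pass the test; when adjusted over the list alone, 0 passed. The members past the test were PEX34 (log2 ratio 0.58 ± 0.30, SD, n = 3, adjusted p = 0.036), PEX13 (0.56 ± 0.08, adjusted p = 0.019), PEX19 (0.51 ± 0.25, adjusted p = 0.041) and PEX8 (-0.41 ± 0.08, adjusted p = 0.042). The calls of all 4 were lost without Replicate 2 or without Replicate 3. The median of the list was 0.06, and the list did not pass (adjusted p = 0.26 with camera and 0.10 with fry).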

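POT1 did not pass the test, with a log2 ratio of 0.10 ± 0.46 (SD, n = 3, adjusted p = 0.70). Its values were -0.34 in Replicate 1, 0.57 in Replicate 2 and 0.08 in Replicate 3.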

Remarkably, the *POT1* gene encoding thiolase performing the last step of the β-oxidation pathway, the release of acetyl-CoA, was not upregulated. Instead, there was an induction of the *ECI1* gene encoding delta3, delta2-enoyl-CoA isomerase. Moreover, the *CIT2* gene encoding peroxisomal citrate synthase that utilizes the β-oxidation pathway end product was downregulated. This expression pattern is compatible with the idea that the role of peroxisomal metabolism under applied growth conditions is not the assimilation of fatty acids but perhaps the remodeling of lipids by introducing double bonds into the fatty acids and thereby increasing membrane fluidity.

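ECI1 rose, with a log2 ratio of 1.09 ± 0.43 (SD, n = 3, adjusted p = 0.013) and values of 1.22, 1.44 and 0.61 in Replicates 1, 2 and 3. The call was lost without Replicate 2 and without pairing of the time points.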

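CIT2 fell by 1.97 on the log2 scale (SD 0.03, n = 3, adjusted p = 6.62e-04). Among 21 genes of the glyoxylate cycle, gluconeogenesis and the use of C2 compounds, 3 (ADH2, ICL2 and ALD4, the last 2 named after their values were seen) were higher and 6 were lower (3 and 8 when adjusted over the list alone). PCK1, the phosphoenolpyruvate carboxykinase of gluconeogenesis, had a log2 ratio of -1.39 ± 0.18 (adjusted p = 0.0029) and the carnitine carrier gene CRC1 -1.31 ± 0.49 (adjusted p = 0.011). ADH2, which encodes the alcohol dehydrogenase that oxidizes ethanol, had 1.93 ± 0.21 (adjusted p = 0.0014). The list as a whole did not pass (median -0.11, adjusted p = 0.62 with camera).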

Another prominent group contains genes whose products are involved in the catabolism of amines, mostly amino acids, transport, and catabolism of allantoin and other amides. 

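Of 9 genes of allantoin and urea use, 7 were higher and 1 was lower at 240 generations (7 and 2 when adjusted over the list alone), with a median log2 ratio of 1.88. The list rose (adjusted p = 9.14e-04 with camera; adjusted p = 0.62 with an estimated correlation), and 4 of its genes are among those the study names as most strongly upregulated, so that it is not wholly independent evidence. Among the members chosen after their values were seen, the malate synthase gene DAL7 had a log2 ratio of 1.88 ± 0.37 (SD, n = 3, adjusted p = 0.0030) and DCG1 1.44 ± 0.55 (adjusted p = 0.011), while the ureidoglycolate hydrolase gene DAL3 had -0.90 ± 0.36 (adjusted p = 0.016). The allantoicase gene DAL2 did not pass (-0.59 ± 0.43, adjusted p = 0.058). Outside this list, the regulator gene DAL80 had a log2 ratio of 1.39 ± 0.63 (adjusted p = 0.014) and the proline permease gene PUT4 1.21 ± 0.69 (adjusted p = 0.025). The calls of DAL80 and PUT4 were lost without pairing of the time points.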

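Of 78 genes of mitochondrial ribosomal proteins, 39 were higher, none was lower and 39 did not pass the test (48 higher when adjusted over the list alone). The median log2 ratio was 0.47, with 0.55, 0.58 and 0.36 in Replicates 1, 2 and 3. The members with the largest changes were MRPL44 (1.25 ± 0.29, SD, n = 3, adjusted p = 0.0053), MRP13 (1.07 ± 0.14, adjusted p = 0.0048), MHR1 (1.03 ± 0.09, adjusted p = 0.0047) and MRPL3 (0.99 ± 0.13, adjusted p = 0.0052). The list rose (adjusted p = 4.79e-12 with camera); adjusted p = 0.62 with an estimated correlation and 0.064 with fry.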

We also identified a group of genes for mitochondrial proteins, both enzymes performing catabolic reactions and mitoribosomal proteins. 

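MCD1, which encodes a subunit of cohesin, rose with a log2 ratio of 1.03 ± 0.17 (SD, n = 3, adjusted p = 0.0054). CSM3, which acts at the replication fork, had 0.98 ± 0.06 (adjusted p = 0.0049), the kinesin-associated protein gene CIK1 0.98 ± 0.08 (adjusted p = 0.0050) and the cohesin gene SMC3 0.91 ± 0.17 (adjusted p = 0.0075). Of 33 genes of sister chromatid cohesion and segregation, 14 were higher, none was lower and 19 did not pass (15 higher when adjusted over the list alone). The list had a median of 0.35 and rose (adjusted p = 2.98e-05 with camera; adjusted p = 0.59 with an estimated correlation). The call of SMC3 was lost without Replicate 2.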

There is also a subgroup of genes encoding proteins involved in sister chromatid segregation. The purine nucleotide salvage process is represented by two genes, *HPT1* and *XPT1*.

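HPT1, the hypoxanthine-guanine phosphoribosyltransferase gene, rose with a log2 ratio of 1.44 ± 0.56 (SD, n = 3, adjusted p = 0.011), and XPT1, the xanthine phosphoribosyltransferase gene, with 1.48 ± 0.37 (adjusted p = 0.0050). Of 8 genes of purine salvage, 3 were higher and 2 were lower (3 and 2 when adjusted over the list alone). The third higher gene was PNP1, the purine nucleoside phosphorylase gene (0.90 ± 0.28, adjusted p = 0.011), whose call was lost without Replicate 2. The lower genes were APT1, named after its value was seen, and AMD1, the AMP deaminase gene (-0.54 ± 0.23, adjusted p = 0.032). The call of AMD1 was lost without Replicate 2 or 3, without pairing and with the deposited ratios. The list did not pass (adjusted p = 0.70 with camera): its median was -0.11, while its mean, 0.28, and the direction of the test were positive. Of 12 genes of purine synthesis de novo, 5 were lower and none was higher (5 lower and 1 higher when adjusted over the list alone), among them ADE17 (-0.97 ± 0.33), ADE8 (-0.91 ± 0.12), ADE6 (-0.75 ± 0.23) and ADE13 (-0.71 ± 0.08), with ADE12, chosen after its value was seen, as the fifth. The 4 calls with values given were lost without Replicate 2, and the list, with a median of -0.23, did not pass (adjusted p = 0.055 with camera), except with median centring (0.033), with no filter on dim probes (0.042), with a dye term (0.047) and without Replicate 3 (0.010).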

Among the genes of known but not significantly overrepresented functional categories (Figure 2 and Figure S3) there were genes whose products are involved in signal transduction, response to toxins, cell division, metabolism-mostly mitochondrial ion transport and organization, vesicular trafficking, DNA repair, regulation of transcription and translation, RNA metabolism and protein modification. Three groups of genes encoding mitochondrial proteins, chromatin-associated proteins and plasma membrane-associated transporters have functions related to those listed under overrepresented GO categories.

The most strongly upregulated genes encode proteins involved in the transport and catabolism of allantoin (*DAL1*, *DAL4*, *DAL5*); transporter proteins for oligopeptides (*OPT2*), urea and polyamines (*DUR3*); α mating pheromone (*MF(α)2*); proline oxidase (*PUT1*); a transcriptional repressor involved in glucose repression (*MIG2*) and a protein kinase involved in the control of Msn2p-dependent transcription of stress-responsive genes (*YGK3*). 

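OPT2 rose with a log2 ratio of 5.21 ± 0.62 (SD, n = 3, adjusted p = 6.62e-04), which is 37.0-fold, although at 40 generations its probe was above background on only 3 of 6 arrays. Its log2 ratio was 6.59 with plain background subtraction and with the authors' ratios, so that the size of this change depends on the processing. DAL5 had a log2 ratio of 3.89 ± 0.53 (adjusted p = 6.62e-04), DAL4 2.93 ± 0.28 (adjusted p = 6.62e-04) and MF(ALPHA)2 2.46 ± 0.75 (adjusted p = 0.0051). MIG2 had 2.32 ± 0.02, DUR3 2.29 ± 0.39, PUT1 2.12 ± 0.09 and DAL1 2.10 ± 0.40. YGK3, which was above background at 40 generations on 3 of 6 arrays, had 1.66 ± 0.37. All 9 genes passed the test over all genes and when adjusted over the list alone, and the list rose (adjusted p = 1.46e-09 with camera; adjusted p = 0.47 with an estimated correlation). The study chose these genes on the same samples, so this is not independent evidence.

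**Figure D2:**
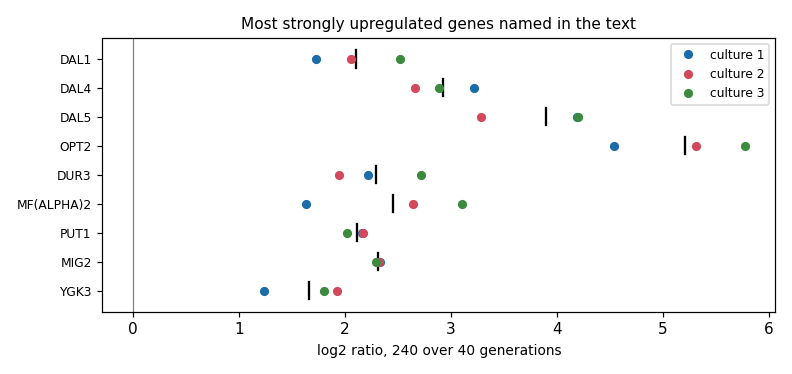
Log2 ratio (240 over 40 generations, horizontal axis) of the 9 genes the study names as most strongly upregulated in each of the 3 cultures (points), with the mean as a black bar. Values lie to the right of 0 in every culture, and OPT2 has the highest mean, 5.21.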

60 upregulated genes were of unknown function.

### 3.2. Functional Categories of Genes Downregulated during Prolonged Continuous Culture

Among downregulated genes whose function fell into one of the significantly overrepresented categories (see Figure 1 and Figure 2 and Figure S3), there was a subset of genes involved in cell wall organization; in the biosynthesis of certain amino acids (note that some other genes for synthesis of other amino acids were upregulated); plasma membrane transporters for ammonium, amino acids (very strongly repressed) and other compounds; sizable groups of genes encoding ribosomal proteins and stress response genes and a large, heterogeneous group of genes involved in the biosynthesis of various compounds.

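Of 135 genes of cytosolic ribosomal proteins, 70 were lower, none was higher and 65 did not pass the test (103 lower and 1 higher when adjusted over the list alone). Their median log2 ratio was -0.60, with -0.27 in Replicate 1, -0.68 in Replicate 2 and -0.78 in Replicate 3. RPS8A had the largest change (-2.21 ± 0.42, SD, n = 3, adjusted p = 0.0025), followed by RPL24B (-1.44 ± 0.22, adjusted p = 0.0032), RPS17A (-1.35 ± 0.23, adjusted p = 0.0037) and RPS18B (-1.29 ± 0.13, adjusted p = 0.0030); the call of RPL24B was lost without pairing of the time points. The list fell (adjusted p = 1.07e-17 with camera); adjusted p = 0.62 with an estimated correlation and 0.087 with fry. Of 126 genes of ribosome biogenesis, 6 were higher and 19 were lower (5 and 16 when adjusted over the list alone), and this list did not pass (median -0.04, adjusted p = 0.29), except without Replicate 1 (median -0.16, adjusted p = 0.0051); without Replicate 2 the median was positive, 0.05. LOC1 had a log2 ratio of 1.01 ± 0.52 and NSA2 of -0.94 ± 0.30, calls that were lost without Replicate 2. Of 54 genes of cell wall organization, 25 were lower and 4 (WSC2, GAS3, TIR3 and CRR1, named after their values were seen) were higher (27 and 5 when adjusted over the list alone), with a median of -0.42 (adjusted p = 4.03e-04 with camera; adjusted p = 0.47 with an estimated correlation); 3 of these genes are on the study's list of downregulated stress genes. Among them, the glycoprotein gene PIR3 had -2.20 ± 0.25, PST1 -1.87 ± 0.43 and the mannoprotein gene CWP1 -1.81 ± 0.46. Of 66 genes of amino acid biosynthesis, 10 were higher and 14 were lower (11 and 17 when adjusted over the list alone). BAT2, a branched-chain aminotransferase gene, had 1.53 ± 0.13, the glutamate dehydrogenase genes GDH1 and GDH3 had -1.47 ± 0.36 and -1.44 ± 0.82 (the call of GDH3 was lost without Replicate 2), and the lysine synthesis gene LYS1 had -1.15 ± 0.19. That list did not pass (median -0.18, adjusted p = 0.16), except without Replicate 1 (median -0.27, adjusted p = 0.018) and with median centring (median -0.33, adjusted p = 0.034).

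**Figure D3:**
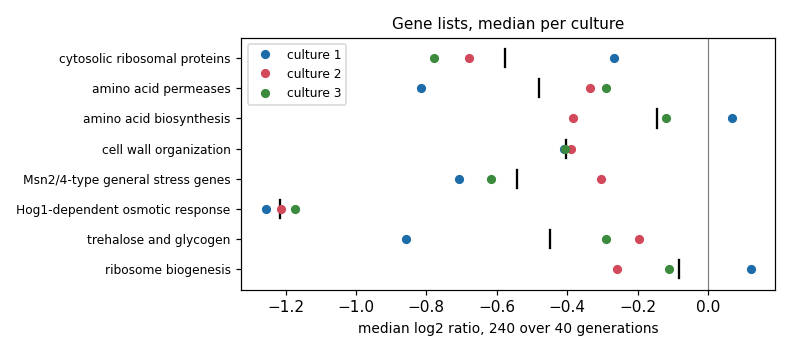
Median log2 ratio (240 over 40 generations, horizontal axis) of 8 gene lists in each of the 3 cultures (points), with the mean of the 3 medians as a black bar. The ribosomal protein list is at -0.27 in culture 1 and at -0.68 and -0.78 in cultures 2 and 3, while amino acid biosynthesis and ribosome biogenesis lie on both sides of 0.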

Among the genes of non-overrepresented functional categories, there were genes encoding proteins localized to various cellular compartments (mitochondria, the cell periphery, endomembrane system, or nuclear pore complex); involved in various aspects of cellular functions (respiration, lipid metabolism, genome maintenance, RNA metabolism, protein modification, invasive growth, and zinc ion homeostasis). There was also an *ATG36* gene required for pexophagy, and downregulation of this gene is compatible with the upregulation of peroxisomal metabolism genes.

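ATG36 fell by 1.17 on the log2 scale (SD 0.51, n = 3, adjusted p = 0.015), with values of -1.73, -0.71 and -1.08 in Replicates 1, 2 and 3. The call was lost without pairing of the time points.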

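NCA3, required for the mitochondrial expression of ATP synthase subunits, fell by 4.33 on the log2 scale (SD 0.02, n = 3, adjusted p = 1.48e-04), and GRE1, which encodes a hydrophilin, by 4.37 on the log2 scale (SD 0.43, adjusted p = 6.62e-04). The amino acid permease genes had log2 ratios of -4.15 ± 0.21 for BAP3, -3.33 ± 0.77 for AGP1, -3.15 ± 0.45 for MUP1, -2.39 ± 0.18 for TAT1, -2.26 ± 0.15 for GNP1 and -2.12 ± 0.45 for TAT2. TAT1 was above background at 240 generations on 3 of 6 arrays. The ammonium permease genes MEP1 and MEP3 had -4.07 ± 0.43 and -3.43 ± 0.36, the sodium pump genes ENA2 and ENA1 -2.66 ± 0.34 and -2.40 ± 0.46, and the glycerol transporter gene STL1 -1.79 ± 0.47. FRM2 was not above background at 240 generations on any array, so that only a bound can be given: it was at least 2.40-fold lower. All 14 genes passed the test, also when adjusted over the list alone, and the list fell (median -2.90, adjusted p = 1.09e-13 with camera; adjusted p = 0.47 with an estimated correlation). The call of FRM2 was lost without Replicate 2. The study chose the 14 genes on these samples, so that their direction is not independent evidence.

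**Figure D4:**
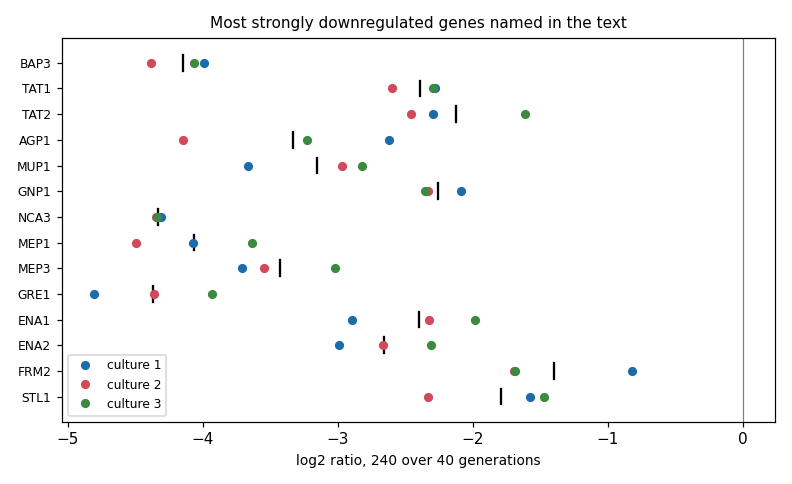
Log2 ratio (240 over 40 generations, horizontal axis) of the 14 genes the study names as most strongly downregulated in each of the 3 cultures (points), with the mean as a black bar. Values lie to the left of 0 in every culture; those of FRM2 are not bounded by a signal above background at 240 generations.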

Among the most strongly downregulated were genes encoding transporters of amino acids (*BAP3*, *TAT1*, *TAT2*, *AGP1*, *MUP1*, *GNP1*), a protein involved in the regulation of mitochondrial expression of ATP synthase subunits (*NCA3*), ammonium permeases (*MEP1*, *MEP3*), desiccation stress-protecting hydrophilin (*GRE1*), sodium pumps (*ENA1*, *ENA2*), nitroreductase involved in the repression of fatty acid biosynthesis (*FRM2*), glycerol transporter (*STL1*), and several genes of unknown function. Forty-seven downregulated genes had unknown or poorly characterized functions.

Interestingly, there were groups of genes that are functionally related yet were present either in upregulated or in downregulated sets. For instance, genes whose expression was most strongly affected encoded plasma membrane transporters for nutrients. Among those strongly induced were *OPT2*, *DAL5*, *DAL4*, and *DUR3*, whereas *GNP1*, *TAT2*, *MUP1*, *AGP1*, *TAT1*, *MEP3*, *MEP1*, and *BAP3* were strongly downregulated. 

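Of 22 genes of amino acid permeases, 9 were lower and 3 were higher at 240 generations (10 and 4 when adjusted over the list alone). The 3 higher ones were PUT4, the general amino acid permease gene GAP1 (log2 ratio 0.73 ± 0.38, SD, n = 3, adjusted p = 0.028) and BIO5, of which the last 2 were named after their values were seen. The list fell (median -0.39, adjusted p = 0.0018 with camera; adjusted p = 0.62 with an estimated correlation), and 6 of its genes are named by the study as most strongly downregulated, so that it is not wholly independent evidence. Of 6 genes of ammonium transport, 2 were lower, none was higher and 4 did not pass (the same counts when adjusted over the list alone). MEP2, which encodes the high-affinity ammonium permease, was not among those that passed (0.64 ± 0.78, adjusted p = 0.14). The median of this list was 0.20, while its mean, -0.98, and the direction of camera were negative, and it did not pass (adjusted p = 0.54), but did with fry (adjusted p = 0.035).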

The distinction seems to be based on ligand specificity: transporters of allantoin, oligopeptides, urea, and polyamines were induced, whereas transporters of amino acids and ammonia were repressed. One could interpret these changes as resulting from a change in the medium composition; however, this was kept constant throughout the entire culture period.

Similarly, while we observed the downregulation of stress-induced and/or stress-related genes (*PUN1*, *YJL144W*, *ECM5*, *DAK2*, *GAD1*, *YPT53*, *TPS2*, *GPP2*, *SNO4*, *HSP32*, *TPS3*, *GPP1*, *TSL1*, *SIP18*, *HSP33*, *EDC2*, *MTL1*, *HSP150*, *DOG2*, *SSA3*, *CIN5*, *PAI3*, *HSP12*, *ALD3*, *CTT1*, *SED1*, *DDR2*, *GRE2*, *STL1*, *FRM2*, *GRE1*), a small number of such genes (*YGK3*, *OYE3*, *ALD2*) were upregulated.

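Of the 31 stress genes named as downregulated, 30 were lower at 240 generations and 1, the dihydroxyacetone kinase gene DAK2, did not pass (log2 ratio -0.32 ± 0.04, SD, n = 3, adjusted p = 0.072), with signal above background on 4 of 6 arrays at 40 generations and on 1 of 6 at 240 generations; adjusted over the list alone, all 31 were lower. The largest changes after GRE1 were those of DDR2 (-2.36 ± 0.36, adjusted p = 0.0015), SED1 (-2.30 ± 0.28, adjusted p = 0.0010) and the reductase gene GRE2 (-2.26 ± 0.12, adjusted p = 6.62e-04). The cytosolic catalase gene CTT1 had -1.96 ± 0.57, HSP12 -1.67 ± 0.32 and YJL144W, named ROQ1 in the reference annotation, -0.97 ± 0.33, a call that was lost without Replicate 2. Without Replicate 2 the calls of DOG2, ECM5, EDC2, FRM2, GPP1, GPP2, PUN1, SIP18 and TSL1 were lost too, and without Replicate 3 those of DOG2 and PUN1. The 3 genes named as upregulated were higher both over all genes and when adjusted over the list alone, OYE3 with 1.74 ± 0.05 (adjusted p = 0.0010) and ALD2 with 0.84 ± 0.23 (adjusted p = 0.011), a call also lost without Replicate 2. Both lists passed with camera (medians -1.23 and 1.66, adjusted p = 8.59e-17 and 0.0024; adjusted p = 0.47 and 0.57 with an estimated correlation), but the study chose them on these samples and they are not independent evidence. Of 60 general stress genes of the Msn2/4 type, 27 were lower and 3 (HXK1, and GCY1 and HSP78, chosen after their values were seen) were higher (31 and 3 when adjusted over the list alone), with a median of -0.52 (adjusted p = 2.12e-07 with camera; adjusted p = 0.62 with an estimated correlation); 11 of these genes are on the study's list. Of 18 genes of trehalose and glycogen metabolism, 6 were lower and none was higher (7 lower when adjusted over the list alone), among them the phosphoglucomutase gene PGM2 (-1.24 ± 0.26), the trehalose synthase subunit gene TSL1 (-1.20 ± 0.57) and UGP1 (-1.23 ± 0.94), whose call was lost without Replicate 2. The general stress list shares 13 genes with the Hog1-dependent list and 8 with the trehalose and glycogen list. On the study's list are 3 of the 18 trehalose and glycogen genes. Their median was -0.37, with -0.86, -0.20 and -0.29 in Replicates 1, 2 and 3 (adjusted p = 0.0042 with camera; adjusted p = 0.67 with an estimated correlation, 0.14 with fry and 0.057 without Replicate 1).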

### 3.3. Dubious ORFs

ORFs of this category in most, if not all, cases do not encode real proteins, but microarray probes assigned to these ORFs will detect noncoding RNAs if they are synthesized on the templates of the corresponding genome regions. In many cases, transcript-level information regarding such ORFs may be useful. It is worth noting that the dubious ORF *YGR190C* overlaps with the *HIP1* gene on the opposite strand encoding high-affinity histidine permease [22]. While *YGR190C* is strongly upregulated *HIP1* is on our list of downregulated genes. This suggests the mode of regulation of that gene with the antisense transcription. Such phenomena are quite common [23] and the HIP1 gene may be regulated in a similar fashion, which would explain why *HIP1* and *YGR190C* are inversely regulated.

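YGR190C rose, with a log2 ratio of 1.70 ± 0.57 (SD, n = 3, adjusted p = 0.0075) and values of 1.36, 1.39 and 2.36 in Replicates 1, 2 and 3. HIP1 fell by 1.05 on the log2 scale (SD 0.14, n = 3, adjusted p = 0.0050), with values of -1.21, -1.01 and -0.93 in the same order.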

### 3.4. Search for Common Attributes Affecting the Expression of Selected Genes

To further explore the phenomena occurring within budding yeast cell populations during prolonged continuous culture and the importance of the proteins encoded by genes identified in our transcriptome analysis under these conditions, we looked for the common regulatory systems controlling them.

With the help of the Yeastract+ web tool and database [20] (http://www.yeastract.com) we performed a search for transcription factors (TFs) regulating the expression of the genes on our list. The results of this analysis are shown in Table 1 and Table S2. The detailed strategy of this search is described in the Materials and Methods section. In brief, we were interested in TFs that regulate many genes in our gene sets, that regulate them preferentially, and for which the result of Yeastract+ analysis was statistically significant. The resulting lists contained 11 TFs for upregulated genes and 25 TFs for downregulated genes. The functions of these TFs, shown in the Description column, generally correlate well with the functions of genes on our lists.

### 3.5. Are There Other Explanations for the Observed Changes in Gene Expression?

Among the strongly upregulated genes were four identical ones, *ASP3-1*, *ASP3-2*, *ASP3-3*, and *ASP3-4*, encoding L-asparaginase. 

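The probes of the ASP3 copies gave log2 ratios of 2.01 ± 0.08 for ASP3-1, 2.01 ± 0.07 for ASP3-2, 2.03 ± 0.12 for ASP3-3 and 2.01 ± 0.05 for ASP3-4 (SD, n = 3), and all 4 rose (adjusted p = 6.62e-04 to 6.77e-04, and past the threshold when adjusted over the list alone). The list had a median of 2.01. The copies are identical, so that their probes do not measure them separately and count as 1 measurement, and spots of these probes were saturated on 2 of the 6 arrays.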

Their increased expression was consistent with the upregulation of other catabolic enzymes; however, all four genes are located in the genome in the immediate proximity of the rDNA region on chromosome XII and also near the Ty1-1 transposon. Mobile elements have been reported to undergo multiplication in the yeast cell genome during long-term continuous culture, with the rate of transposition between 3 × 10^−7^ and 1 × 10^−5^ transpositions per Ty element per generation [24]. The number of rDNA repeats could also have changed throughout our experiment because it is regulated by TOR signaling, with the number of rDNA repeats inversely correlated with the level of the Pnc1p protein [25]. Notably, *PNC1* was downregulated in our list of genes after long-term culture. Moreover, long-term cultivation under selective pressure may favor fitness-increasing duplications of certain regions of chromosomes [12,26]. 

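PNC1, which encodes a nicotinamidase, fell by 1.05 on the log2 scale (SD 0.11, n = 3, adjusted p = 0.0048), with values of -0.99, -0.98 and -1.18 in Replicates 1, 2 and 3. The call was lost without pairing of the time points.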

For all these reasons, we explored the possibility that the upregulation of genes in our study was a consequence of their multiplication, i.e., an increase in transcript level due to an increase in gene dosage even though no selective pressure was applied to cultured cells in our experiments. However, duplication encompasses regions of chromosomes containing at least several genes and would affect the expression of all of them, yet, except *ASP3*, we did not observe the coordinated upregulation of clusters of neighboring genes in our transcriptome analysis results. Thus, while it cannot be absolutely excluded that an increase in *ASP3-1*, *ASP3-2*, *ASP3-3*, and *ASP3-4* expression is the result of their duplication, the change in expression levels of most or all other upregulated genes in our set by their duplication is unlikely.

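In the order of genes of the RefSeq annotation of the S. cerevisiae R64 assembly, YLR156W, YLR159W and YLR161W lie between and beside the ASP3 copies. They had log2 ratios of 0.82 ± 0.76, 0.83 ± 0.79 and 0.82 ± 0.82 (SD, n = 3, adjusted p = 0.079 to 0.091) and did not pass; in the same order their values were -0.05, -0.06 and -0.11 in Replicate 1, 1.12, 1.14 and 1.15 in Replicate 2, and 1.38, 1.42 and 1.43 in Replicate 3. These values were so alike in each culture that they may not be separate measurements. YLR162W was higher (0.50 ± 0.10, adjusted p = 0.026), and the flanking genes RNH203 (0.15 ± 0.38, adjusted p = 0.53) and MAS1 (0.15 ± 0.12, adjusted p = 0.33) did not pass. Of the 5339 tested genes with a place in that order, 129 met the study's criteria with higher expression. No run of 3 or more of these genes stood side by side, against a mean of 0.07 such runs in 10000 random placements of as many genes; the longest run had 2 genes (permutation p = 0.96). Windows of 5 adjacent genes with at least 3 of them numbered 7, against a mean of 0.71 in random placements (permutation p = 0.0028), but 4 of these rest on the ASP3 copies, which count as 1 measurement. With the copies placed as 1 gene, a test chosen after seeing the data, 3 windows were left, against a mean of 0.65 in random placements (permutation p = 0.095), and these overlap at the genes DAL1, DAL4, DCG1 and DAL7 on chromosome IX. The median log2 ratio of each of the 16 nuclear chromosomes lay between -0.07 and 0.05 in every culture, and 0 of them passed with camera (lowest adjusted p = 0.96).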

## 4. Discussion

Since its inception, continuous culture has been used in microevolution studies [27]. More recently, the availability of high-throughput techniques has allowed us to study microevolution by following the adaptive changes of the transcriptomes (e.g., [7,15,28]), proteomes (e.g., [29,30]), metabolomes (e.g., [31]), or genomes (e.g., [9,10,32]) of cell populations subject to continuous culture. It has been assumed that transcriptomic, proteomic, and metabolomic alterations reflect changes in the genomes of the microorganisms under study. In many cases, such an association has been directly proven (e.g., [8,12]) confirming the generally accepted tenet that DNA is a carrier of heritable traits. The observation that became the topic of this work attracted our attention because it implied something different than is commonly believed. Our results revealed that slow, adaptive transcriptome changes in budding yeast cells subjected to microevolution may not always be the consequence of adaptive mutations of their genomes. The expression of over 400 genes was changed between the time point after 40 generations of growth (the beginning of the steady-state phase) and the time point after 240 generations of growth (the adapted cell populations). As there were no common mutations that could be associated with these changes, they must have been encoded in some other way.

The stability of continuous culture conditions in microevolution experiments is usually assured by growth limitation; the medium contains a limiting concentration of one of the nutrients, most often the carbon or nitrogen source [1]. Limitation assures the control of doubling time but at the same time results in starvation stress, which we intended to avoid in our experimental design. The dilution rate was kept at 0.17–0.18 × h^−1^, allowing the cell population to be maintained at a constant density equivalent to the late exponential growth phase. Moreover, to include as many genes as possible in our analysis, we used mineral, YNB-based growth medium with glycerol as a respiratory carbon source (see Materials and Methods).

As documented by Figure 1 and Figure 2, and Figure S3, the modulation of the *S. cerevisiae* cell transcriptome in the course of continuous culture involves groups of genes belonging to distinct functional categories. Evidently, the observed changes in expression levels are specific and signify a shift in the biosynthesis/catabolism balance towards catabolism and towards diminishing the stress response. However, sometimes the cellular processes underpinning these changes are unclear. The observed transcriptome remodeling is interesting in several aspects. First, one might expect a change in gene expression in response to some variations in cell internal or external stimuli of any kind. However, we see the changes despite the absence of such variations. Moreover, changes in gene expression in response to stimuli are fast, measured in minutes or even in seconds, whereas the changes observed by us were slow, measured in days. To our knowledge, this phenomenon has not previously been reported in the literature.

Interestingly, the observed transcriptome remodeling had a negligible effect on the fitness of the cell population. The growth rate of the culture, not limited by the dilution rate, remained constant for the whole duration of culture, even though among differentially expressed genes were those involved in basic cellular functions, such as genes encoding ribosomal proteins. While the observed coordinated transcriptome changes were definitely not random and most likely reflected the cell adaptive response to continuous culture conditions, a much longer continuous culture would probably be necessary to reveal the benefits of these changes.

### 4.1. Regulatory Network Responsible for the Cellular Switch from a Variable to a Stable Environment

More information was extracted by searching for regulatory proteins that may affect the expression of genes in our gene set. This analysis was performed using the Yeastract+ online tool [20]. As demonstrated in Table 1 and Table S2, there is a very high correlation between the functions of genes in our gene set and the regulatory responsibilities of TFs on the Yeastract+ output list. Within the group of TFs for upregulated genes, we observed those involved in the regulation of catabolism of various nonfermentable carbon sources (Adr1p, Cat8p) and nitrogen sources (Gzf3p, Dal80p, Dal81p). Within the group ascribed to downregulated genes, we observed numerous TFs related to the stress response (Com2p, Crz1p, Hot1p, Rpi1p, Sdd4p, Sfl1p, Sko1p, Wtm2p). We also observed TFs responsible for the induction of filamentous growth (Mig1p, Nrg1p, Nrg2p, Sfl1p), cell wall integrity (Gat4p, Rlm1p, Rpi1p), and membrane rigidity (Mga2p). The association of downregulated genes with the cell periphery, especially with lipid membrane composition, is consistent with the observed upregulation of a subset of genes encoding peroxisomal proteins (see above). TFs responsible for the regulation of amino acid biosynthesis and assimilation (Met4p, Stp1p, Stp2p) were also present. In accordance with the downregulation of ribosomal protein genes, Ifh1p, a TF regulating the transcription of these genes, was present.

Superficially, no clear evidence of the existence of master regulators emerged from this analysis; however, there was a clear tendency toward diminished stress alertness and reduced nutrient reserves and protein biosynthetic capacity. The involvement of TFs, such as Sfl1p and Rpi1p, in more than one of these processes, suggests their coordinated action during adaptation to a less challenging environment. Notably, certain TFs, e.g., Mga2p and Rlm1p, have quite specific regulatory roles in yeast cells according to SGD, yet in the Yeastract+ database, they influence the expression of numerous genes. These or other TFs of still poorly defined regulatory roles may function as switches functioning in the transition from turbulent to tranquil environments. It is also possible that such a switch is of a different nature.

### 4.2. How Could a Constant Cell Environment Induce a Drift in Gene Expression Patterns, and Why Would It Make Biological Sense for the Drift to Be Slow?

The observed changes, downregulation of genes involved in ribosome biogenesis, a shift in balance towards catabolism, and downregulation of stress response and protection genes, suggests that prolonged continuous culture under stable, nonstressful conditions requires fewer resources. This in turn lowers the demand for transactions on the cell periphery, which is exactly what we see.

*S. cerevisiae* cells can occupy various niches differing in nutrient availability and the overall variability of environmental conditions. It is conceivable that survival in unpredictable environments requires a surplus of resources to allow for quick responses to rapid changes. The existence of such overcapacity has been previously reported in microorganisms [33,34], and it has been considered a trait beneficial for fitness under varying growth conditions [35]. It appears that overcapacity is a more general strategy of yeast cell survival in dynamic environments, affecting various cellular functions, such as environmental stress protection, protein biosynthesis, or the ability to acquire and assimilate diverse nutrients [36]. Conversely, in stable conditions, withdrawing overcapacity would be advantageous. Indeed, as a part of adaptive changes occurring in stable chemostat culture conditions, a reduction in this overcapacity was observed for metabolism [14,15,31] and for the signaling networks that regulate it [10]. Therefore, our results are consistent with these observations with one important distinction. Unlike the previous reports mentioned above, our data indicate that adaptation to a stable environment may not involve the accumulation of mutations, so it can be quickly reversed if the conditions become variable again. On the other hand, it seems rational that the changes increasing cell fitness in a stable, nonstressful environment must be slow because the cell must spend some time in such an environment before it is assured that the growth conditions are indeed stable and nonstressful. Such apparent purposefulness is explicable considering the stochastic nature of gene expression. It has been shown that within a genetically homogenous yeast cell population, certain genes, especially those responding to environmental changes, display high cell-to-cell variation in expression levels, termed transcriptional noise [37]. This phenomenon of heterogeneity of gene expression was later shown to be important for survival in conditions of variable nutrient availability [38,39] or stressful environments [40,41]. In addition to genes involved in nutrient assimilation or stress resistance, transcriptional noise is characteristic of genes encoding plasma membrane transporters [42]. Moreover, it is known that stress awareness can be inherited and that the memory of the response to environmental stresses is encoded epigenetically [43,44]. It can be transmitted to offspring as chromatin modifications [45], such as tethering it to the nuclear envelope [46], by histone methylation [47] leading to heterochromatin formation [48], and by changing the nucleosome code [49]. It can also be transmitted by prion propagation [50,51]. These memory records are subject to gradual modifications as the growth conditions change [51]; therefore, the prolonged growth of transcriptionally heterogeneous yeast cell populations in stable, nonstressful conditions will favor cells with lower expression of stress protecting genes whose products are becoming dispensable. This may result in a gradual decrease in their expression levels averaged across the cell population. We did not reveal the specific mechanism(s) pertinent to gene expression differences discovered in our study. However, we postulate that the differences observed by us during the cultivation of *S. cerevisiae* cells in a stable, unchallenging milieu demonstrated the process of “forgetting” their previous experience of growth in variable and stressful conditions.

Incidentally, mutational changes in microevolution experiments leading to the abandonment of network signaling circuits that are dispensable in a constant environment have been considered a manifestation of the myopic nature of evolution; these mutations put cells at a disadvantage when the environment becomes variable again [10]. Our data indicate that switching to a less resource-hungry lifestyle can occur without adaptive mutations and therefore is not so myopic because it can be easily reversed.

To our knowledge, the phenomenon described in this paper has never been the subject of a standalone study; nevertheless, it was recently noticed by others in the course of a large-scale proteomic study [30]. The authors of that paper provide evidence that the gradual changes in protein levels as an adaptation to continuous culture conditions are not a consequence of adaptive mutations. Considering the gradual nature of adaptive changes, the authors suggest the epigenetic mechanism of this regulation [30] and emphasize the presence of a “Histone modifier” GO category among their proteins.

## 5. Conclusions

Slow changes in gene expression in cells grown under stable conditions may be a part of a more general, not yet fully understood, phenomenon. In the majority of studies employing budding yeast or other microorganisms, including those exploring the cell transcriptome or proteome, strains are grown in batch culture and preferably harvested during the exponential growth phase. Less frequently, other growth phases are chosen, and cells are seldom grown for several days or weeks. Therefore, is not surprising that the phenomena specific to these other growth phases have been noticed relatively recently. Interestingly, upregulation of genes encoding peroxisomal proteins together with downregulation of stress-response genes, similar to changes in the transcriptome documented by us, has been observed during prolonged growth of yeast cell colonies [52]. Perhaps cells dwelling in such a microcosm perceive it as stable and nonstressful, which leads to similar transcriptome rearrangements. The observation of slow changes in gene expression in cells grown under constant conditions for many generations reveals gaps in our knowledge of this infrequently studied type of budding yeast lifestyle. At the same time, our results call for greater caution in the interpretation of transcriptome data derived from microevolution experiments.

## Figures and Tables

**Figure 1:**
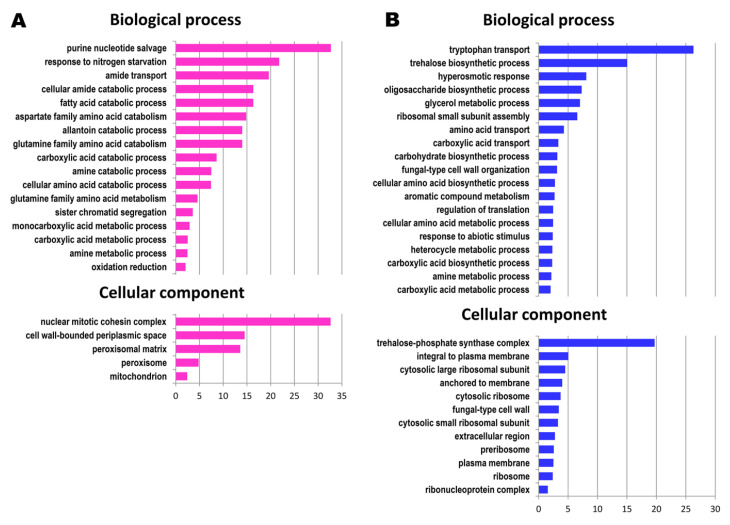
Overrepresentation of Gene Ontology (GO) terms in the group of upregulated (**A**) and downregulated (**B**) genes selected in the course of transcriptome analysis. The analysis was performed using Cytoscape (v3.8.0) [18] with the BiNGO (v3.0.3) plugin [19] and GO Slim Term Mapper (https://www.yeastgenome.org/goSlimMapper). GO terms belonging to Biological process and Cellular Component categories are shown.

**Figure 2:**
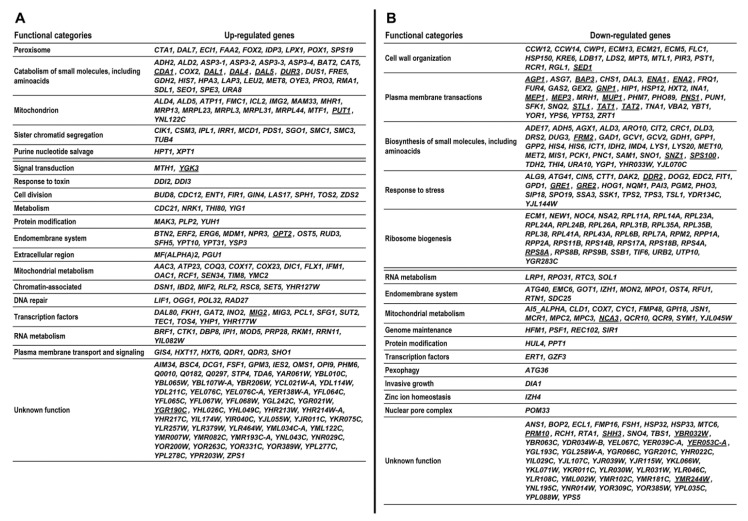
All upregulated (**A**) and downregulated (**B**) genes selected in the course of transcriptome analysis sorted according to the functional category assigned to them. For clarity, the number of GO terms, shown in Figure 1, was reduced by merging the lists of genes of similar functions. Sorting was performed manually based on GO annotations assigned to genes and the descriptions of their functions in the Saccharomyces Genome Database (SGD). Below the gray bar are genes whose functions were not overrepresented within the gene sets. Genes with LogRatio above 2.33 or below −2.33, i.e., whose expression changed at least 5-fold, are marked in bold face. See Figure S3 for the expanded version of this figure listing genes together with the short descriptions of their functions taken from SGD.

**Table 1:** Transcriptional factors (TFs) are most strongly involved in the regulation of genes selected in transcriptome analysis. The list was generated with the help of the Yeastract+ online database [20] (http://www.yeastract.com). Each TF name is accompanied by the description of the function according to SGD and with the parameters that were used for filtering the raw TF output list. See the Materials and Methods section for a more detailed description of these parameters and the filtering strategy. The lists are sorted according to the Rank parameter.

**Transcriptional Factors for Up-Regulated Genes**						
**TF**	**Fraction**	***p*** **-Value**	**Gene Count**	**Over-represen-tation**	**Rank**	**Description**
Adr1p	0.07	0	54	2.96	11.1	Carbon source-responsive zinc-finger transcription factor; required for transcription of the glucose-repressed gene ADH2, of peroxisomal protein genes, and of genes required for ethanol, glycerol, and fatty acid utilization
Mga1p	0.06	0	54	2.86	9.4	Protein similar to heat shock transcription factor; multicopy suppressor of pseudohyphal growth defects of ammonium permease mutants
Fzf1p	0.09	0	18	4.31	6.8	Transcription factor involved in sulfite metabolism; sole identified regulatory target is SSU1; overexpression suppresses sulfite-sensitivity of many unrelated mutants due to hyperactivation of SSU1
Gzf3p	0.07	0	31	2.51	5.1	GATA zinc finger protein; negatively regulates nitrogen catabolic gene expression by competing with Gat1p for GATA site binding; function requires a repressive carbon source; dimerizes with Dal80p and binds to Tor1p
Dal81p	0.06	0.0001	24	3.12	4.8	Positive regulator of genes in multiple nitrogen degradation pathways
Cat8p	0.09	0	16	3.16	4.6	Zinc cluster transcriptional activator; necessary for derepression of a variety of genes under non-fermentative growth conditions, active after diauxic shift, binds carbon source responsive elements
Dal80p	0.08	0.0003	15	3.18	3.6	Negative regulator of genes in multiple nitrogen degradation pathways; expression is regulated by nitrogen levels and by Gln3p; member of the GATA-binding family, forms homodimers and heterodimers with Gzf3p
Tod6p	0.1	0.0002	10	3.06	3.1	PAC motif binding protein involved in rRNA and ribosome biogenesis; subunit of the RPD3L histone deacetylase complex; Myb-like HTH transcription factor
Sut2p	0.07	0.0012	13	2.35	2.1	Zn2Cys6 family transcription factor; positively regulates sterol uptake under anaerobic conditions with SUT1; represses filamentation-inducing genes during non-starvation conditions; positively regulates mating
Wtm2p	0.07	0.0014	12	2.39	2	Transcriptional modulator; involved in regulation of meiosis, silencing, and expression of RNR genes; involved in response to replication stress
Rpi1p	0.06	0.0053	11	2.13	1.5	Transcription factor, allelic differences between S288C and Sigma1278b; mediates fermentation stress tolerance by modulating cell wall integrity
**Transcriptional Factors for Down-Regulated Genes**						
**TF**	**Fraction**	***p*** **-Value**	**Gene Count**	**Over-represen-tation**	**Rank**	**Description**
Hot1p	0.31	0	32	12.68	126	Transcription factor for glycerol biosynthetic genes; required for the transient induction of glycerol biosynthetic genes GPD1 and GPP2 in response to high osmolarity; targets Hog1p to osmostress responsive promoters
Crz1p	0.11	0	102	3.63	40	Transcription factor, activates transcription of stress response genes; nuclear localization is positively regulated by calcineurin-mediated dephosphorylation
Gis1p	0.12	0	73	3.7	33.5	Histone demethylase and transcription factor; regulates genes during nutrient limitation
Rlm1p	0.11	0	77	3.51	29.4	MADS-box transcription factor; component of the protein kinase C-mediated MAP kinase pathway involved in the maintenance of cell integrity
Ifh1p	0.1	0	44	4.53	20.7	Coactivator, regulates transcription of ribosomal protein (RP) genes
Met4p	0.1	0	63	3.04	18.7	Leucine-zipper transcriptional activator; responsible for regulation of sulfur amino acid pathway
Mig1p	0.1	0	57	3.26	18.2	Transcription factor involved in glucose repression; regulates filamentous growth along with Mig2p in response to glucose depletion
Mga2p	0.08	0	90	2.41	17.6	ER membrane protein involved in regulation of OLE1 transcription; inactive ER form dimerizes and one subunit is then activated by ubiquitin/proteasome-dependent processing followed by nuclear targeting
Stp2p	0.09	0	52	3.33	16.1	Transcription factor; activated by proteolytic processing in response to signals from the SPS sensor system for external amino acids; activates transcription of amino acid permease genes
Stp1p	0.08	0	70	2.62	14.8	Transcription factor; undergoes proteolytic processing by SPS sensor component Ssy5p in response to extracellular amino acids; activates transcription of amino acid permease genes and may have a role in tRNA processing
Nrg1p	0.09	0	46	3.29	14	Transcriptional repressor; mediates glucose repression and negatively regulates a variety of processes including filamentous growth and alkaline pH response
Gzf3p	0.1	0	46	3.06	13.8	GATA zinc finger protein; negatively regulates nitrogen catabolic gene expression by competing with Gat1p for GATA site binding; function requires a repressive carbon source; dimerizes with Dal80p and binds to Tor1p
Sko1p	0.08	0	77	2.12	13.6	Basic leucine zipper transcription factor of the ATF/CREB family; cytosolic and nuclear protein involved in osmotic and oxidative stress responses
Gat4p	0.1	0	42	3.06	13.3	Protein containing GATA family zinc finger motifs; involved in spore wall assembly
Nrg2p	0.16	0	18	4.63	13	Transcriptional repressor; mediates glucose repression and negatively regulates filamentous growth
Hap1p	0.09	0	56	2.52	13	Zinc finger transcription factor; involved in the complex regulation of gene expression in response to levels of heme and oxygen
Rgm1p	0.08	0	49	2.67	10.9	Putative zinc finger transcription factor; overproduction impairs cell growth and induces expression of genes involved in monosaccharide catabolism and aldehyde metabolism; regulates expression of subtelomeric genes
Sfl1p	0.08	0	51	2.53	10.5	Transcriptional repressor and activator; involved in repression of flocculation-related genes, and activation of stress responsive genes; has direct role in INO1 transcriptional memory
Tbs1p	0.13	0	13	3.77	6.2	Putative transcription factor of unknown function
Rof1p	0.09	0	24	2.74	6.1	Putative transcription factor containing a WOPR domain
Tog1p	0.1	0	21	2.93	5.9	Transcriptional activator of oleate genes; regulates genes involved in fatty acid utilization
Wtm2p	0.1	0	17	2.98	5.1	Transcriptional modulator; involved in regulation of meiosis, silencing, and expression of RNR genes; involved in response to replication stress
Rpi1p	0.1	0	17	2.89	4.8	Transcription factor, allelic differences between S288C and Sigma1278b; mediates fermentation stress tolerance by modulating cell wall integrity
Com2p	0.09	0.0001	16	2.94	4.3	Transcription factor; *COM2* transcription is regulated by Haa1p, Sok2p and Zap1p transcriptional activators; C. albicans homolog (MNL1) plays a role in adaptation to stress
Sdd4p	0.1	0.0002	12	2.93	3.5	Putative transcription factor, induced in response to the DNA-damaging agent MMS

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/12/1419/s1, Supplementary Data file containing information on the effects of mutations identified in wild-type W303 cell populations, Figure S1 with Venn diagram illustrating the similarities and differences in the effects of these mutations, Table S1: Genes and the respective primers used for validation of the transcriptome data with RT-qPCR, Figure S2: Correlation between the transcriptome and RT-qPCR data, Figure S3: Upregulated and downregulated genes selected in the course of transcriptome analysis sorted according to the functional categories to which they were assigned, Table S2: Transcriptional factors most strongly involved in the regulation of genes selected in our transcriptome analysis, Table S3: Excel file with Summary of transcriptome and functional data for genes selected in our study.

How the deposited data were processed for this re-analysis (not part of the article)

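RNA of 3 independent cultures of W303 at 40 and at 240 generations was compared on 6 2-color arrays, 2 per culture with the dyes exchanged. The authors scanned the arrays and extracted the spots in GenePix Pro, and the values of these files are pixel intensities at the wavelengths of Cy5 and Cy3, for the spot and its local background, with the percent of saturated pixels and a flag, with no normalization. A further table and the series values hold log2 ratios made by the authors in Acuity, averaged over the 2 arrays of a culture, by a normalization that the paper's text does not name. These 2 sources differ by at most 8.88e-16, a rounding difference, in the 6252 probes they share, hold 240 over 40 generations although the column names give 40 first, and have 277, 332 and 24 values of exactly 0 in Replicates 1, 2 and 3, which were treated as missing.

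The analysis was done in R 4.3.3 with limma 3.58.1 and in Python 3.11.15. Background was corrected on the medians with normexp, each array was normalized with a loess curve in which control spots had no weight, the 2 spots of a gene and then the 2 arrays of a culture were averaged, and the 3 cultures were tested against 0 with lmFit and eBayes (prior degrees of freedom 3.70), so that p values of genes are limma's. Spots flagged as bad would have been left out, but none was; 963 to 1728 gene spots per array were flagged as not found and kept. Of 6252 genes, 5753 had an entry in the RefSeq annotation and 499 had none, and 4 genes whose lines were empty were left out. The dye-swap arrays gave r = 0.96, 0.95 and 0.95 across genes, and the cultures gave 0.90, 0.92 and 0.92 with the authors' log2 ratios. On simulated data of 3 cultures, 67% of genes changed 2-fold and 91% of genes changed 4-fold were called, with 6 calls among unchanged genes.

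The study's criteria were an absolute mean log2 ratio of at least 0.9, p of at most 0.05, an SD of at most 0.8 and an SD over the squared mean of at most 0.4. The 44 gene lists, the rule for named genes, the tests and their alternatives were set before the data were examined, from the paper's text and textbook knowledge, with Figure 2 and part of Table S3 seen. Lists were tested with camera, with Benjamini-Hochberg adjustment over the lists, and their medians were compared with random lists matched in 20 bins of intensity. Named are the genes in the paper's results text; the 10 genes with the largest mean in each direction among those that passed with one sign in all cultures and dye orientations; in each list up to 4 members with the largest mean among those that passed, or up to 2 where none did; the 5 genes per culture and direction that differed most from the other cultures; the mutated genes; and ACT1. Genes outside this rule were chosen after their values were seen, or for their place beside ASP3. Gene order was that of the RefSeq annotation.

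The alternatives were no background correction, plain subtraction, the mean of the pixels, median centring, scaling between arrays, spots not found left out, no filter on dim probes, signal at both time points on all 6 arrays, a fit of 6 arrays with a dye term, either dye orientation alone, a trended and robust prior, no pairing of the time points, each replicate left out, the authors' log2 ratios and the series values; for the criteria, the 2 of the methods and an adjusted p; for lists, an estimated correlation, fry and random lists; for neighbors, windows of 5 genes, and, chosen after seeing the data, these with the ASP3 copies placed as 1 gene; and for chromosome ends, 20 genes per arm. The qRT-PCR, the Gene Ontology and transcription factor analyses, the number of uncharacterized genes and the genome sequences were not analysed here.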

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

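The tests of spot brightness and of a failed array, and the 3 tests on mating type, were chosen only after the result was seen.

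The paper gives the strain as MATa, yet transcripts specific to α cells, which it does not discuss apart from MF(ALPHA)2, gave a signal. MF(ALPHA)1, MF(ALPHA)2, STE3 and SAG1, 4 of 4, were above background in all 12 readings, against 1 of 7 a-specific genes, STE6. Of 6 α-specific and silent mating genes, 3 were higher and none was lower (5 and 0 when adjusted over the list alone), among them SAG1, which encodes the α-agglutinin (1.42 ± 0.80, SD, n = 3), and the a-factor receptor gene STE3 (0.78 ± 0.41), calls that were lost without Replicate 2; the list, which holds 1 gene that the study names as most strongly upregulated, rose (median 0.62, adjusted p = 0.021 with limma's camera; adjusted p = 0.59 with an estimated correlation), while of 3 a-specific genes 1, ASG7 (-0.49 ± 0.26), was lower, also over the list alone but not without Replicate 2 or 3, and that list did not pass (median -0.28, adjusted p = 0.16). Loss of silencing in MATa cells would turn the α-specific genes off, and 4 of 4 above background argue against it. Cells of mating type α may be the source, as a hypothesis, with 1 of 7 a-specific genes above background throughout. A mixture with MATa cells stays open, since STE6 and ASG7 were above background on 6 and 5 or more arrays at each time point. The a-pheromone genes MFA1 and MFA2 were above background in 3 of 24 readings, and AGA2 and HMRA1 in 0 of 12 each. These values go the other way, but a failure of the pheromone probes was not tested. HMLALPHA2 was above background in 12 of 12 readings.

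The transcripts of cytosolic ribosomal proteins had medians below 0 in all 3 cultures. As a list they passed with camera's preset correlation, but not with camera's estimated one (adjusted p = 0.62) or with fry (adjusted p = 0.087). These genes are short, but with a trend on gene length removed their median was -0.60 (SD of the culture medians 0.20, adjusted p = 4.39e-21 with camera), which argues against gene length as the whole cause. Gene length was the annotated span from start to end, any introns included, so a bias by transcript length was not tested and stays open. Their spots are bright, but the median lay at percentile 0 of random lists of like brightness, which argues against brightness. The longer time in culture stays open as the biological explanation that the design gives, and was not tested.

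Replicate 1 stood apart from the other cultures, most of all in HAC1, a gene the paper does not discuss, with a log2 ratio of -4.54 in that culture. Its difference from the other cultures followed gene length (Spearman's rho -0.37; 0.09 for Replicate 2 and 0.43 for Replicate 3), but with the trend removed r across genes was still 0.72 and 0.70 with Replicates 2 and 3, against 0.89 between these, which argues against length as the whole cause. The 2 arrays of Replicate 1 gave r = 0.96, which argues against a failed array. A difference between independent cultures stays open and was not tested. The paper's text names mutations in HOG1 and MSY1 in Replicate 1, the only culture for which it names both. Each of these genes is also named for another culture, and the paper's supplementary account of the mutations was not read here.

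Of 32 proteasome genes, outside those the paper discusses, 6 were higher and none was lower (5 and 0 when adjusted over the list alone), with RPN7 at 0.69 ± 0.09 and RPN12 at 0.69 ± 0.09 and a median of 0.30 (adjusted p = 9.67e-05 with camera; adjusted p = 0.63 with an estimated correlation and 0.11 with fry). PDR5, which encodes a multidrug transporter and is also outside the genes the paper discusses, had a log2 ratio of -3.76 ± 0.87 (adjusted p = 0.0026).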

How the results depend on the processing

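Windows with the ASP3 copies placed as 1 gene were chosen only after seeing the data, the other alternatives before. None of the 1522 calls turned direction under an alternative. Each of these genes had one sign on all 6 arrays, so most alternatives could hardly turn it, and this is no further support. The cause of the differences below was not tested. Without pairing of the time points 431 genes passed (188 higher, 243 lower), and with 1 replicate left out 287 to 2477 (122 to 1225 higher, 165 to 1252 lower). With plain subtraction 200 genes with higher expression met the study's criteria, and with the authors' log2 ratios, in either table, 201. With camera's estimated correlation 0 of 44 lists passed, against 19 with the preset one: peroxisomal enzymes (median 0.57), allantoin (1.88), ASP3 (2.01), amino acid permeases (-0.39), cytosolic (-0.60) and mitochondrial (0.47) ribosomal proteins, general stress (-0.52), cell wall (-0.42) and cohesion (0.35) no longer did. With fry the cytosolic (-0.60) and mitochondrial (0.47) ribosomal proteins, the other nitrogen-catabolite-repressed genes, the respiratory chain, trehalose and glycogen, and the proteasome did not. Windows of 5 genes, 7 in number, passed (permutation p = 0.0028) where runs did not, but 4 of them rest on the identical ASP3 copies, and with the copies placed as 1 gene the 3 that were left did not pass (permutation p = 0.095). The odds ratio of subtelomeric genes was 1.28 with no filter on dim probes, 1.27 without pairing and 1.29 to 1.60 with 1 replicate left out. The Hog1-dependent median moved to -1.39 (Replicate 1) with no background correction, -1.34 (1) with the mean of the pixels, -1.33 (1) and -1.31 (2) with median centring, -1.13 (1) and -1.31 (2) with scaling, -1.26 (2) and -1.25 (3) with 240 generations only in Cy5, -1.17 (2) and -1.10 (3) with it only in Cy3, and in Replicates 1, 2 and 3 to -1.55, -1.40 and -1.36 with plain subtraction, -1.38, -1.36 and -1.27 with signal at both time points on all 6 arrays, and -1.54, -1.41 and -1.44 with the authors' log2 ratios in either table. The mitochondrially encoded median moved to 0.66 (1) and 0.68 (2) with plain subtraction and to 0.038, 0.70 and -0.60 with signal at both time points. By over 1.5 times or in sign, but by less than the SD between cultures, it also differed with no filter on dim probes (0.16, 0.24 and 0.03), 240 generations only in Cy3 (0.20 in Replicate 1), the authors' log2 ratios in either table (0.67 in 2, -0.13 in 3) and, in Replicate 3, plain subtraction (0.03), median centring (-0.02) and spots not found left out (-0.10), as did the median of the other nitrogen-catabolite-repressed genes with median centring (0.07 in 1, 0.06 in 2). With the test's outcome unchanged, the median of the amino acid permeases was -0.18 without Replicate 1, that of cohesion 0.53 with plain subtraction and 0.62 with the authors' log2 ratios, and that of peroxisome biogenesis 0.00 to 0.16. Without Replicate 1 there was 1 run of 3 or more neighbors (permutation p = 0.15). For named genes and all alternatives together, 3354 values were the same, 221 lost the call, 32 gained it and 18 moved. The median of all genes was -0.07 with median centring. The probe of highest intensity was void as an alternative, since each gene has 1 probe, and the test of uncharacterized genes was not run. Signal over background limits the values of dim genes, such as FRM2.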

Differences from the paper's values

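Windows with the ASP3 copies placed as 1 gene were chosen only after the result was seen. The paper reports 212 genes with higher expression, and 133 met its 4 criteria here, with limma's p in place of the paper's. Of the alternatives set before the data were examined, the number came within 1.5 times the paper's with the 2 criteria of the methods (162), no background correction (148), plain subtraction (200), 240 generations only in Cy5 (150), without Replicate 1 (171) and with the authors' log2 ratios or the series values (201). It did not with an adjusted p in the criteria (133), the mean of the pixels (133), median centring (103), scaling between arrays (126), spots not found left out (136), no filter on dim probes (133), signal at both time points on all 6 arrays (129), a dye term (133), 240 generations only in Cy3 (132), a trended and robust prior (133), no pairing (132), without Replicate 2 (140) or without Replicate 3 (136).

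In the part of Table S3 held here, the paper's mean log2 ratio is -5.10 for BAP3, -3.60 for TAT1 and -2.70 for FRM2, against -4.15, -2.39 and a fitted -1.40 here. The other genes compared, CIT2, AGP1, ENA1, ENA2, TPS2, SSA3 and SED1, did not differ from the paper's values by more than the SD. FRM2 had no signal above background at 240 generations, so that only a change of at least 2.40-fold is measured, which does not differ from the paper's. TAT1 was above background at 240 generations on only 3 of 6 arrays, so that its value depends on the treatment of the background and the difference is no firm one. The values of BAP3 and TAT1 fell within the paper's error with plain subtraction (-5.14 and -3.47) and with the authors' log2 ratios or the series values (-5.10 and -3.60), and with none of the other alternatives that gave a value; TAT1 gave none with signal at both time points on all 6 arrays. The fitted value of FRM2 was -2.70 with the same 3 alternatives, which is likewise no measurement of its level at 240 generations. The authors' log2 ratios and the series values are the same numbers. They give the paper's means to rounding for the genes compared, so their match is no independent check.

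The paper lists 9 genes as most strongly upregulated and 14 as most strongly downregulated, by a 5-fold limit. Here 4 of the 9 and 10 of the 14 reached 5-fold, and all of them did with the authors' log2 ratios. Those ratios give the paper's own means where both were compared, so this match is no independent check. The others were DUR3 (4.91-fold), MIG2 (4.98-fold), PUT1 (4.34-fold), DAL1 (4.30-fold), YGK3 (3.16-fold, above background at 40 generations on only 3 of 6 arrays, so that the fold depends on the background), GNP1 (4.79-fold lower), TAT2 (4.36-fold lower), STL1 (3.47-fold lower) and FRM2 (at least 2.40-fold lower). All 9, FRM2 by its fitted value only, reached it with plain subtraction and with the authors' log2 ratios or the series values, DUR3 also without Replicate 1 or 2, MIG2 with no background correction, with 240 generations only in Cy5 and without Replicate 3, TAT2 with 240 generations only in Cy5 and without Replicate 3, and GNP1 with no background correction and without Replicate 1.

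The paper lists 31 stress genes as downregulated, of which 25 met the 4 criteria here and 30 passed the test over all genes. DAK2 (-0.32, adjusted p = 0.072), above background on 4 of 6 arrays at 40 generations and 1 of 6 at 240, did neither; it met the criteria with plain subtraction and the authors' log2 ratios or the series values, and passed the test with these, with a trended and robust prior and without Replicate 1. The others passed the test but not the criteria: DOG2 (-0.64, above background at 240 generations on 3 of 6 arrays) met them with plain subtraction and with the authors' log2 ratios or the series values, SIP18 (-0.82) with these and with no background correction, ECM5 (-0.86) with the authors' log2 ratios or the series values, with median centring, with 240 generations only in Cy5 and without Replicate 2, PUN1 (-0.87) with plain subtraction, the authors' log2 ratios or the series values, median centring, 240 generations only in Cy3 and without Replicate 1, and GPP2 (-0.95) with 240 generations only in Cy3 and without Replicate 3. ALD2 (0.84), listed as upregulated, passed the test but met the criteria only with the authors' log2 ratios or the series values, with 240 generations only in Cy5 and without Replicate 2.

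The paper states that, apart from ASP3, neighboring genes were not upregulated together. It does so to argue that duplications are unlikely, since these would affect every gene of a region. Here no run of 3 or more directly adjacent genes met the criteria, while DAL1, DAL4, DCG1 and DAL7 on chromosome IX met them with DAL2 (-0.59, adjusted p = 0.058), which did not pass, between them and DAL3 (-0.90, adjusted p = 0.016), which was lower, beside them. Windows of 5 genes with the ASP3 copies placed as 1 gene did not pass (permutation p = 0.095). That test counts windows over the whole genome, so it cannot decide on this single place, where 4 of 5 neighboring genes met the criteria. DAL2 within this place and DAL3 beside it did not rise, so the stretch was not raised as a whole.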

Other observations

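The hypotheses of spot brightness, of a failed array and on mating type were tested only after the result was seen; the tests below were not.

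CYC1 and CYC7, which encode the 2 forms of cytochrome c, had log2 ratios of -1.27 ± 0.21 (SD, n = 3, adjusted p = 0.0039) and -1.12 ± 0.74 (adjusted p = 0.034), the complex III gene QCR10 -1.19 ± 0.45 and the cytochrome c oxidase gene COX7 -1.16 ± 0.35. Of 42 nuclear genes of the respiratory chain and ATP synthase, 1 was higher and 11 were lower (1 and 12 when adjusted over the list alone), the higher gene being GUT2 (0.81 ± 0.36), and the list fell (median -0.33, adjusted p = 0.0014 with limma's camera; adjusted p = 0.62 with an estimated correlation and 0.12 with fry). The medians of the respiratory list were -0.12, -0.30 and -0.48 in Replicates 1, 2 and 3. They stood at percentiles 27.75, 0.1 and 0 of random lists of like intensity, so Replicate 1 did not stand out from such lists. The call of CYC7 was lost without Replicate 2 or 3 and with no filter on dim probes. Of 14 genes of the TCA cycle, 2 were higher and 2 were lower (3 and 2 when adjusted over the list alone; median -0.17, adjusted p = 0.39): IDH2 (-0.89 ± 0.15) and CIT1 (-0.71 ± 0.30) were lower and LSC2 (0.86 ± 0.07) and CIT3 (0.72 ± 0.28) higher, calls that were all lost without Replicate 2. Of 11 genes of glycerol use and synthesis, 3 were higher and 5 were lower (3 and 6 when adjusted over the list alone; median -0.32, adjusted p = 0.31), with GPD1, which encodes glycerol-3-phosphate dehydrogenase, at -1.38 ± 0.14 and the phosphatase genes GPP1 and GPP2 at -1.23 ± 0.51 and -0.95 ± 0.44, both lost without Replicate 2. Of 21 genes of glycolysis and fermentation, 2 were higher and 4 were lower (2 and 5 when adjusted over the list alone; median -0.29, adjusted p = 0.26; -0.44 and 0.033 with median centring). TDH2, a glyceraldehyde-3-phosphate dehydrogenase gene, had -1.07 ± 0.19, and the pyruvate kinase gene CDC19 -0.72 ± 0.24, a call lost without Replicate 2 or 3. Of 13 hexose transporter genes, 4 were higher and 3 were lower (6 and 3 when adjusted over the list alone): HXT2 had -1.62 ± 0.17 and HXT6 1.31 ± 0.21, and HXT1, above background at 240 generations on 3 of 6 arrays, -0.60 ± 0.26, a call lost without Replicate 2. For these transporters the median, 0.33, was positive, the mean, -0.05, negative and the test positive (adjusted p = 0.49).

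Of 25 genes of the sulfur amino acid pathway, 1 was higher and 8 were lower (the same counts when adjusted over the list alone; median -0.12, adjusted p = 0.11; 0.046 with median centring and 0.035 without Replicate 3). SAM1, which encodes S-adenosylmethionine synthetase, had -1.12 ± 0.43 and MET13 -1.26 ± 0.92, calls that were lost without Replicate 2, while MET8, which acts in the synthesis of siroheme, had 1.11 ± 0.31, lost without pairing of the time points. Of 22 iron regulon genes, 3 were higher and 4 were lower (the same counts when adjusted over the list alone; median -0.11, adjusted p = 0.39), with the cell wall mannoprotein gene FIT1 at -1.79 ± 0.41 and FIT3 at 0.98 ± 0.41. Of 11 zinc regulon genes, 1 was higher and 5 were lower (2 and 6 when adjusted over the list alone; median -0.38, adjusted p = 0.11, 0.039 with fry). The zinc transporter gene ZRT1 had -1.24 ± 0.53 and ZPS1 1.21 ± 0.40, both lost without Replicate 2. Of 14 phosphate regulon genes, 1 was higher and 4 were lower (2 and 5 when adjusted over the list alone; median -0.12, adjusted p = 0.39, 0.043 with fry), with PHM7 at -2.01 ± 0.56 and PHM6 at 0.98 ± 0.34, a call lost without Replicate 2.

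HSP150, a secreted heat shock protein gene, had a log2 ratio of -1.35 ± 0.11, the Hsp70 gene SSA3 -1.43 ± 0.49 and HSP33 -1.29 ± 0.28. Of 33 heat shock protein and chaperone genes, 5 were higher and 10 were lower (6 and 10 when adjusted over the list alone); the median, 0.03, was positive, the mean, -0.20, negative and the test negative (adjusted p = 0.39). Their median was -0.13 with median centring, -0.02 without Replicate 2 and -0.11 without Replicate 3. Of 23 oxidative stress genes, 4 were higher and 6 were lower (the same counts when adjusted over the list alone; median -0.30, adjusted p = 0.26), with the glutathione synthesis gene GSH1 at -0.93 ± 0.51, a call lost without Replicate 2. The linker histone gene HHO1 had 1.14 ± 0.64, a call lost without Replicate 2 or 3, and the histone variant gene HTZ1 0.91 ± 0.36, lost without Replicate 2. Of 10 histone genes, 3 were higher and none was lower (3 and 1 when adjusted over the list alone; median 0.23, adjusted p = 0.18; 0.39 and 0.021 without Replicate 3), and the median was -0.02 without Replicate 1. ERG6, which encodes a sterol methyltransferase, had 1.24 ± 0.31. Of 25 genes of ergosterol synthesis, 4 were higher and 1 was lower (3 and 0 when adjusted over the list alone); the median, -0.07, was negative, the mean, 0.05, positive and the test positive (adjusted p = 0.71). Of 16 genes of fatty acid synthesis and desaturation, 2 were higher and 1 was lower (0 and 0 when adjusted over the list alone; median -0.06, adjusted p = 0.70), and the call of its regulator gene MGA2 (-0.53 ± 0.13) was lost without Replicate 2 or 3. Of 5 flocculin genes, 3 were higher and 1 was lower (the same counts when adjusted over the list alone; median 0.44, adjusted p = 0.47): FLO10 (-0.78 ± 0.14) was lower and FLO8 (0.64 ± 0.35), FLO5 and FLO1 higher, calls lost without Replicate 2. Of 10 haploid-specific genes, 1 was higher and none was lower (0 and 0 when adjusted over the list alone; median 0.21, adjusted p = 0.54), the higher gene being the transcription factor gene STE12 (0.62 ± 0.37), a call lost without Replicate 2 or 3. SPS100, which encodes a spore wall protein, had -1.97 ± 0.27. Of 13 genes of meiosis and sporulation, 1 was higher and 3 were lower (2 and 4 when adjusted over the list alone); the median, 0.08, was positive, the mean, -0.12, negative and the test negative (adjusted p = 0.94). 

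Of the counts of 5 or fewer above, the other members by the rule for named genes were STL1 among the lower glycerol genes, HXK1 (higher) and PDC6 (lower) in glycolysis, HXT5 among the lower transporters, FRE5 (higher) and SIT1 (lower) in the iron regulon, IZH4 and IZH1 among the lower zinc genes, PHO89 and PHO12 among the lower phosphate genes, OYE3 and CTA1 among the higher oxidative stress genes, HTB1 among the histones, ERG8, ERG7 (higher) and ERG1 (lower), OPI3 and FAA4 among the higher fatty acid genes, and SPO20 (higher), GAS2 and REC102 (lower) in meiosis. Chosen after their values were seen were GCY1 and GUT1 (higher, with GUT2) and DAK1 (lower) for glycerol, HXK2 (higher) and TDH3 (lower), HXT9, RGT2 and HXT7 (higher), FRE2 (higher), FRE6 and CTH1 (lower), ZRC1 and IZH2 (lower), PHO11 (lower), FES1, STI1, MDJ1, YDJ1 and HSP78 (higher), GSH2 and CCP1 (higher), ERG27 (higher), and GUT2 in the respiratory chain.

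Of 320 genes, the 10 outermost tested genes of each chromosome arm, 120 (37.5%) changed, 66 upward and 54 downward, against 1363 of 5019 other tested genes (27.2%). Genes nearer the ends that were too dim to be tested were skipped. The odds ratio was 1.61 (95% interval 1.26 to 2.05, Fisher's exact test, two-sided, p = 1.06e-04) and, for the 20 outermost tested genes, 1.27 (p = 0.0085). By the same exact test it did not pass without Replicate 2 (p = 0.30), without pairing of the time points (p = 0.24) or with no filter on dim probes (p = 0.059), and genes are not independent replicates. Turning the signs of single cultures gives 4 patterns, too few for a share under 0.05; 1 of the 4, the real one, gave as many as 1522 genes past the threshold, and the highest of the others gave 0.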
